# Heterogeneity and clonality of kidney-infiltrating T cells in murine lupus nephritis

**DOI:** 10.1172/jci.insight.156048

**Published:** 2022-04-22

**Authors:** Shuchi Smita, Maria Chikina, Mark J. Shlomchik, Jeremy S. Tilstra

**Keywords:** Autoimmunity, Immunology, Autoimmune diseases, T cells

## Abstract

We previously found that kidney-infiltrating T cells (KITs) in murine lupus nephritis (LN) resembled dysfunctional T cells that infiltrate tumors. This unexpected finding raised the question of how to reconcile the “exhausted” phenotype of KITs with ongoing tissue destruction in LN. To address this, we performed single-cell RNA-Seq and TCR-Seq of KITs in murine lupus models. We found that CD8^+^ KITs existed first in a transitional state, before clonally expanding and evolving toward exhaustion. On the other hand, CD4^+^ KITs did not fit into current differentiation paradigms but included both hypoxic and cytotoxic subsets with a pervasive exhaustion signature. Thus, autoimmune nephritis is unlike acute pathogen immunity; rather, the kidney microenvironment suppresses T cells by progressively inducing exhausted states. Our findings suggest that LN, a chronic condition, results from slow evolution of damage caused by dysfunctional T cells and their precursors on the way to exhaustion. These findings have implications for both autoimmunity and tumor immunology.

## Introduction

Infiltration of solid organs by presumably pathogenic T cells is a common feature in many autoimmune diseases and in organ transplant rejection. These pathogenic events histologically and conceptually parallel T cell infiltration of tumors, which can lead to tumor cell destruction. However, in contrast to the well-studied tumor-infiltrating lymphocytes (TILs), tissue-infiltrating T cells mediating disease in autoimmunity have received far less attention. It is now well accepted that the tumor microenvironment functions to inhibit immune responses and induce T cell exhaustion (1–3), while in autoimmunity it is generally thought that pathogenic T cells actively destroy normal tissues unimpeded, as nonmalignant tissues lack the capacity to evolve resistance. To explore the nature of autoimmune infiltrates, we have chosen to study lupus nephritis (LN), as the kidney is a pivotal target in this autoimmune disease. T cell–dependent interstitial nephritis is the major prognostic indicator of organ failure in lupus (4, 5).

Our recent work demonstrating that kidney-infiltrating T cells (KITs) are functionally and transcriptionally exhausted (6) — much like TILs or CD8^+^ T cells after chronic viral infection — challenges 2 paradigms. First, it argues against the idea that autoimmune destruction of parenchymal tissue is a direct effector process, akin to a response to virally infected cells. Instead, some tissues may be endowed with natural self-preservation mechanisms that downregulate or suppress infiltrating T cells, which may prevent or attenuate autoimmunity. Second, it suggests that tumors do not evolve a de novo set of pathways to negatively regulate T cells. Instead, such pathways may be native to certain parenchymal tissues, and tumors may amplify them or simply naturally express them.

The discovery that kidney and perhaps other tissues can suppress infiltrating T cells raised an important question: If KITs are functionally and transcriptionally inert or exhausted, then by what mechanisms does tissue damage proceed? One hypothesis to address this question is that exhausted cells are more properly thought of as dysfunctional — rather than nonfunctional — and that they may slowly inflict tissue damage from residual effector function, much as exhausted T cells in chronic infection do serve to protect from more aggressive infection (7, 8). A second, nonexclusive explanation is that self-reactive T cells retain effector function upon arrival in the kidney, but they become progressively less functional due to the influence of the tissue microenvironment. In this view, damage by a given T cell clonotype is inflicted to a greater degree initially and then mitigated by an exhaustion program. Chronic disease could be maintained by continual recruitment of new clones that are initially more functional.

To investigate these mechanisms, it is necessary to elucidate the nature of intraparenchymal autoimmune responses more deeply. The result of such work — an understanding of the nature of damage-causing T cells — could reveal ways of specifically targeting them, for example based on their metabolic status or surface phenotype. In addition, such information could reveal disease drivers and provide tools to stratify patients — 2 important issues in lupus, which is notoriously heterogeneous in manifestation (9, 10). Further, such insights will likely apply to other target organs and disease settings.

It is, however, exceptionally challenging to address these questions in human LN, due to the scarcity of available tissue, which can only be obtained upon an extra “research pass” of a needle biopsy. Indeed, a recent consortium study, though heroic, managed to assess only about 1000 single cells by RNA-Seq over all the patients (11). Moreover, nearly all of these patients were under treatments that were designed specifically to affect these very same cells, which greatly complicates interpretation.

For this reason, here we have employed murine lupus models, which afford us access to tissue and without the complication of various treatments. We have used single-cell RNA-Seq (scRNA-Seq) to identify a surprising degree of heterogeneity among both CD4^+^ and CD8^+^ KITs, suggesting a more dynamic process of target organ damage than had been suspected. Within the CD8 compartment in particular, a large cluster of “transitional” cells was identified, which retained partial activation and effector function and was predicted to evolve into both exhausted cells as well as resident memory cells, all of which were also identified among KITs. Whereas CD4^+^ cells, intriguingly, did not fit into existing Th paradigms but rather included a cytotoxic cluster as well as demonstrating a pervasive exhausted phenotype. In addition, by using TCR-Seq, we were able to connect different clusters of KITs, delineating a compelling progressive evolution of clonotypes within the kidney. This work reveals the landscape of interactions between infiltrating T cells and the parenchyma in a lupus target organ and suggests a dynamic model for how nephritis evolves as a chronic condition. These insights could inform new strategies to interrupt the process.

## Results

### Experimental design.

We generated 3 experimental cohorts to address T cell reprogramming after tissue infiltration in murine LN using the 10x Genomics scRNA-Seq platform and hashtag oligonucleotide (HTO) deconvolution technology (Figure 1A). 

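Main-Seq held T cells of the kidneys and spleens of 3 MRL/lpr mice, a strain with a mutation in the death receptor gene *Fas* that develops lupus-like disease, and spleen T cells of 1 B6 mouse. CD4+ and CD8+ T cells had been sorted and marked with 14 hashtags (antibodies that carry a DNA barcode), so that T cell type, tissue and mouse could be read from 1 pooled 10x library. The authors aligned the reads to mm10 with Cell Ranger 5.0.0 and deposited raw UMI counts of 31053 genes in 11213 barcodes, with a table that gives T cell type, tissue and mouse of 10112 cells. Kidneys were digested with collagenase whereas spleens were dissociated mechanically, so tissue and dissociation cannot be told apart. The 5546 CD4+ cells comprised 2976 of MRL/lpr kidney, 1902 of MRL/lpr spleen and 668 of B6 spleen, and the 4566 CD8+ cells comprised 2452, 1675 and 439. UMIs were summed over the cells of each mouse, tissue and T cell type, which gave 2439686 to 2950280 UMIs for kidney CD4+, 1875850 to 1993821 for spleen CD4+, 2458058 to 2847166 for kidney CD8+ and 2547534 to 3566153 for spleen CD8+ T cells. Sums of 3 kidney samples were compared with sums of 3 spleen samples by edgeR's quasi-likelihood test after TMM normalization. B6 spleen gave 1 sample per T cell type, so its values carry no error and no test.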

In the initial cohort (Main-Seq), we compared splenic T cells and KITs from aged lupus-prone nephritic MRL/lpr mice, as well as “naive” T cells from non-lupus-prone B6 mice. In the second cohort, we focused on KITs from MRL/lpr mice and in addition assessed the KIT TCR repertoire (MRL-TCR–Seq). 

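MRL-TCR–Seq held kidney T cells of 5 MRL/lpr mice in 1 library with 10 hashtags, 1 for the CD4+ and 1 for the CD8+ T cells of each mouse. The deposited raw UMI counts cover 31053 genes in 17713 barcodes. Each cell was given to a hashtag that held over 70% of its raw hashtag counts, a limit taken from the paper, which assigned 14214 cells. The paper's normalization of hashtag counts, its demultiplexing tool and its manual inspection were not repeated. In Main-Seq the same rule gave the hashtag of the authors' table in 9987 of 9987 cells that both assigned, whereas it assigned only 462 cells in Yaa-TCR–Seq. The authors' calls used the same limit, and Main-Seq had another hashtag reagent than the TCR cohorts. The match therefore does not test the rule in MRL-TCR–Seq. T cell type was read from *Cd4*, *Cd8a* and *Cd8b1*, the genes of the coreceptors used for sorting, and a hashtag was taken as the CD4+ or CD8+ sample of its majority type. This left 3708 CD4+ cells in 5 samples of 641 to 786 cells and 6585 CD8+ cells in 5 samples of 1205 to 1553 cells. The sums per mouse held 1974531 to 3182750 UMIs for CD4+ and 5058773 to 6960933 for CD8+ T cells. Use of hashtag counts was decided after the files had been opened, because the plan made beforehand relied on deposited cell tables alone and would have given values without tests for this cohort.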

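FcγR2B-/-.*Yaa* mice lack an inhibitory Fc receptor and carry the Yaa translocation, which adds a copy of the RNA sensor gene *Tlr7*. Yaa-TCR–Seq held kidney T cells of 5 such mice in 1 library, deposited as raw UMI counts of 32285 genes in 24115 barcodes with the authors' table of 14691 cells. Of these, 14157 cells were found in the matrix, 7172 CD4+ and 6985 CD8+. Summed per mouse, all of them held 3689396 to 5207632 UMIs for CD4+ and 3505039 to 5293423 for CD8+ T cells. Comparisons with MRL-TCR–Seq and clusters used only those cells whose *Cd4*, *Cd8a* and *Cd8b1* UMIs gave the sorted type. Comparisons with MRL-TCR–Seq used the 30406 genes that both cohorts share and set 5 mice against 5. Each model was sequenced as 1 library, so strain, library and run cannot be told apart. *Xist*, the RNA that silences an X chromosome in female cells (ENSMUSG00000086503), was at 498 ± 37.0 CPM (UMIs scaled to the total of each sample; SD, n = 5 mice) in MRL-TCR–Seq CD8+ T cells and at 0 in Yaa-TCR–Seq, so sex differed between the models as well.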

Finally, in the third cohort, we completed a similar KIT analysis as in cohort 2 using the FcγR2B^–/–^.*Yaa* model of LN (Yaa-TCR–Seq).

### T cells cluster based on origin, autoreactive status, and CD4/8 phenotype.

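Kidney T cells of MRL/lpr mice lay apart from spleen T cells of the same mice, and both lay apart from B6 T cells. The largest cluster (1982 cells, 98.1% from MRL/lpr kidney) was led by *Nr4a2*, a transcription factor induced by antigen receptor signals, and *Ccl5*, a chemokine of effector T cells. A cluster of 1493 cells, 99.7% from kidney, was led by *Cd40lg*, the ligand through which helper T cells act on B cells. Among clusters of MRL/lpr spleen, 1 of 1439 cells (87.9% spleen) was led by *Lag3*, an inhibitory receptor, and *Eomes*, a transcription factor of effector and exhausted T cells. Another of 1328 cells (86.4% spleen) was led by *Gzmm*, a granzyme. B6 cells led a cluster of 986 cells (97.4% B6) marked by *Lef1* and *Dapl1*, genes of naive T cells. A cluster of 542 cells, 96.9% from kidney, was led by the heat shock genes *Hspa1a* and *Dnajb1*, which also respond to tissue dissociation. In total, 16 clusters were drawn here from 2271 variable genes at a resolution of 0.9, and their numbers are not those of the paper. Since clusters were drawn from the same expression, their leading genes only describe them.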

Low-resolution transcriptome-based clustering of all T cells in the Main-Seq cohort, using Seurat (12), identified 14 clusters (Figure 1B). 

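T cell type separated some clusters and not others. The cluster led by *Foxp3*, the lineage factor of Tregs, was 99.8% CD4+ (434 cells, of which 165 came from MRL/lpr kidney, 250 from MRL/lpr spleen and 19 from B6 spleen). The kidney cluster led by *Itga1* and *Itgae*, integrins of resident T cells, was 5.40% CD4+ among 667 cells, and the cluster led by *Cx3cr1*, a chemokine receptor of effector cells, was 9.51% CD4+ among 284 cells. By contrast, the largest kidney cluster was 37.4% CD4+, and the cluster led by the interferon response genes *Ifit1* and *Ifit3* was 49.4% CD4+ among 77 cells. These shares come from the hashtags, which took no part in the clustering.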

HTO deconvolution demarcated cells based on T cell type (i.e., CD4 and CD8), organ of origin (kidney vs. spleen), and potential autoreactive status (B6 vs. lupus-prone mice, Figure 1C). 

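All 3 MRL/lpr mice were present in every sizeable kidney or spleen part of the clusters. Among the 16 clusters of all T cells, 17 kidney or spleen parts had at least 30 cells, and each held cells of 3 mice. The share of a single mouse ranged from 16.2% to 54.8%. In the CD4+ clusters, including those led by *Foxp3* and by the granzyme gene *Gzmk*, 15 parts held all 3 mice, with a single mouse giving at most 50.8%. In the CD8+ clusters, including those led by *Itgae* and by the inhibitory receptor gene *Pdcd1*, 12 parts did so, with a single mouse giving at most 62.3%. For the reclustered Tregs the highest share was 51.7% in 3 parts.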

All 3 MRL/lpr mice contributed to each defined population, with no population being driven by a specific donor (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156048DS1). 

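B6 T cells fell mostly into a single cluster per T cell type, whereas MRL/lpr T cells spread over several. Of B6 CD4+ T cells, 83.4% were in a cluster marked by *Lef1* and *Igfbp4*, genes of naive T cells. Of MRL/lpr CD4+ T cells, the largest cluster took 25.1% ± 4.02 in the kidney and 49.8% ± 8.70 in the spleen (SD, n = 3 mice). The same share was 88.2% for B6 CD8+ T cells, 28.4% ± 5.80 for MRL/lpr kidney and 47.8% ± 4.33 for MRL/lpr spleen. The inverse Simpson index, which counts evenly filled clusters, was 1.43 for B6 CD4+, 5.91 ± 0.498 for kidney and 3.34 ± 0.731 for spleen, and for CD8+ T cells it was 1.28, 5.51 ± 1.12 and 3.09 ± 0.345. *Trim12a*, a gene of a multicopy family that differs between strains, was among the leading genes of both B6 clusters. A single B6 sample per T cell type allows no test of evenness.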

While CD4^+^ and CD8^+^ T cells from non-autoimmune mice were relatively uniform, CD4^+^ and CD8^+^ T cells from diseased mice displayed remarkable heterogeneity (Figure 1, B and C).

### Heterogeneity and potential functions of CD4^+^ T cells in murine lupus.

High-resolution clustering yielded 13 CD4^+^ T cell clusters (Figure 2A). 

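CD4+ T cells formed 16 clusters here (3190 variable genes, resolution 1.4), of which most were led by 1 tissue. Kidney cells made up 99.0% of a cluster of 627 cells marked by *Crem*, a cyclic AMP-responsive transcription factor, and *Rgs2*, a regulator of G protein signaling. They made up 100% of a cluster of 552 cells marked by *Ifitm1* and *Nfkbia*, and 98.6% of a cluster of 281 cells marked by *Tnfsf8* and *Bhlhe40*. Another cluster of 414 cells, 92.3% from kidney, was marked by the heat shock genes *Hspa1a* and *Hspa1b* and by *Fos* and *Jun*, which also belong to the list of genes induced by dissociation. Spleen cells made up 91.3% of the largest cluster (1037 cells), marked by *Gzmk* and *Eomes*, and 91.2% of a cluster of 283 cells marked by *Sdc1* and *Slamf7*. B6 cells were found mainly in the naive-like cluster and in a cluster of 40 cells marked by the natural killer receptor genes *Klrb1c* and *Cd160* (5.54% of B6 CD4+ T cells). With 15 and 30 principal components, 16 and 14 clusters were found.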

HTO-directed deconvolution highlighted separation between kidney-derived and spleen-derived T cells from MRL/lpr mice, while CD4^+^ T cells from B6 mice fell predominantly into 2 clusters (5 and 11) (Figure 2A, right panel). By identifying the most differentially expressed genes (DEGs) in each cluster (Supplemental Figure 2), we attempted to assign specific phenotypic subtypes to each CD4^+^ cluster. Using this approach, only 2 of the CD4^+^ T cell clusters were easily matched to conventional T cell phenotypes: cluster 6 represented Tregs, while cluster 12 exhibited a type I IFN signature (IFN^hi^).

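Clusters were named here only where at least 3 markers of a class fixed beforehand were among their genes. Among CD4+ T cells, 2 clusters were Treg-like, 1 interferon-like, 2 cytotoxic-like and 1 naive-like, and 10 stayed unnamed. The interferon-like cluster was marked by *Ifit1*, *Ifit3* and *Isg15*, antiviral genes induced by type I IFN, and held 41 cells, 17 from MRL/lpr kidney, 20 from MRL/lpr spleen and 4 from B6 spleen. Over all CD4+ T cells the interferon list did not separate the tissues. Of its 11 measured genes, 3 were higher in kidney than in spleen, among them *Isg15* (log2 fold change 0.41, standard error 0.11, adjusted p = 0.00946 from edgeR), and 1 was lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.532). Its score differed by 0.01 ± 0.121 (SD, n = 3 mice). The rule for names was last changed after the clusters had been seen, when genes of the heat shock response were left out.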

We then examined TF expression and canonical T cell gene expression signature enrichment overlays for well-described CD4^+^ T cell phenotypes, including Treg, Th1, Th2, T follicular helper (Tfh), and Th17 (see Supplemental Table 1 for gene lists) (13–23). 

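*Foxp3*, the transcription factor that specifies Tregs (ENSMUSG00000039521, GRCm38 chromosome X 7573644 to 7595245), was found in a pair of clusters, 1 of the spleen and 1 of the kidney. At least 1 *Foxp3* UMI was counted in 145 of 302 cells of the spleen cluster (48.0%) and in 67 of 136 cells of the kidney cluster (49.3%). Among CD8+ T cells, which should lack it, the background was 33 of 4566 cells (0.723%). Median UMIs per cell were 2759.5, 2634.5 and 3593.5, in that order. *Foxp3* was at 298 ± 35.5 CPM (SD, n = 3 mice) in the kidney Treg cluster and at 272 ± 49.8 in the spleen Treg cluster. *Ikzf2*, which encodes Helios, was at 1407 ± 187 and 1476 ± 168. The score of a fixed list of Treg genes was 8.46 ± 0.154 in kidney Tregs, 7.85 ± 0.185 in spleen Tregs and 7.66 in B6 Tregs, against 5.65 ± 0.104 in the kidney cluster marked by *Crem*. Kidney Tregs exceeded that cluster by 2.81 ± 0.0545 in 3 of 3 mice, which describes a cluster found by such genes.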

As expected, the presumed Treg cluster exhibited strong Treg-associated gene signatures and expressed *Foxp3* (Figure 2B). 

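Genes of Th1 cells were higher in kidney than in spleen CD4+ T cells. Of 10 measured Th1 genes, 8 rose and none fell (camera adjusted p = 1.94e-09; adjusted p = 0.0658 with an estimated correlation). *Tbx21*, which encodes T-bet, the Th1 lineage factor (ENSMUSG00000001444, GRCm38 chromosome 11 97098071 to 97115331), rose by a log2 fold change of 1.39 (standard error 0.15, adjusted p = 1.68e-06 from edgeR), from 20.1 ± 2.91 to 52.8 ± 5.51 CPM (SD, n = 3 mice). *Ifng*, the defining Th1 cytokine, rose by 1.72 (standard error 0.08, edgeR adjusted p = 1.18e-11), and *Tnf*, an inflammatory cytokine, by 1.59 (standard error 0.11, edgeR adjusted p = 9.6e-09). A *Tbx21* UMI was seen in 11.3% of kidney, 5.57% of MRL/lpr spleen and 5.69% of B6 spleen CD4+ T cells, at median depths of 2516, 2668 and 3333 UMIs. Kidney clusters differed in the Th1 score, which was 6.35 ± 0.108 in the cluster marked by *Ifitm1* and 6.29 ± 0.121 in the heat shock cluster, against 5.93 ± 0.115 in the kidney cytotoxic cluster. In the B6 naive cluster it was 4.38.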

The Th1 signature was associated with clusters 1, 4, and 8, and *Tbet* was expressed in a similar distribution (Figure 2C). 

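*Gata3*, the lineage factor of Th2 cells (ENSMUSG00000015619, GRCm38 chromosome 2 9857078 to 9890034), was higher in kidney than in spleen CD4+ T cells, with a log2 fold change of 1.34 (standard error 0.09, adjusted p = 4.76e-09 from edgeR). Within the kidney it was highest, at 317 ± 28.4 CPM (SD, n = 3 mice), in the cluster marked by *Tnfsf8*, followed by 238 ± 38.4 in the cluster marked by *Ifitm1*. It was at 36.9 ± 10.1 in the cytotoxic cluster. The *Ifitm1* cluster also had the highest *Tbx21*, at 79.2 ± 16.6, and *Ifng*, at 778 ± 111. The Th2 score was 5.20 ± 0.511 in the *Tnfsf8* cluster, 4.64 ± 0.0378 in the *Ifitm1* cluster and 4.12 ± 0.0375 in the cytotoxic cluster. Over all CD4+ T cells, 2 of 4 measured Th2 genes were higher in kidney and 1, the chemokine receptor gene *Ccr4*, was lower (edgeR camera adjusted p = 0.442). A *Gata3* UMI was present in 40.9% of cells of the *Tnfsf8* cluster, 8.94% of the cytotoxic cluster and 13.6% of CD8+ T cells, at median depths of 2333, 2522 and 3593.5 UMIs. From such overlap the paper proposes that Th1 and Th2 phenotypes were partly coexpressed.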

A stronger Th2 gene signature and *Gata3* expression were also observed in the kidney-predominant clusters 1, 4, 8, and 10, suggesting some coexpression of Th1 and Th2 phenotype with no clear delineation between the 2 lineages (Figure 2, C and D). Several reports have suggested a role for Th17 in LN; however, similar to the findings in the human nephritis samples the Accelerating Medicines Partnership in SLE network (AMP consortium) examined (11), no significant Th17 profile was observed by gene signature or *Rorc* expression in any compartment (Supplemental Figure 3, A and B). 

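*Il17a*, the Th17 cytokine (ENSMUSG00000025929, GRCm38 chromosome 1 20730905 to 20734496), was seen in 0 of 2976 kidney CD4+ T cells, which allows a share of up to 0.101% of cells with a UMI. In spleen it was seen in 0 of 1902 cells, which allows up to 0.158%. Other genes of the Th17 list were present. *Rora*, a nuclear receptor, rose in kidney by a log2 fold change of 1.43 (standard error 0.13, adjusted p = 2.03e-07 from edgeR), as did *Ahr*, a receptor for dietary and microbial ligands, by 1.37 (standard error 0.29, edgeR adjusted p = 0.00227). The Th17 score was 0.37 ± 0.170 higher in kidney than in spleen (SD, n = 3 mice). It was highest, at 5.62 ± 0.282, in kidney Tregs.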

Few cells exhibited either the Tfh-associated gene signature or *Bcl6* expression, consistent with reports of few germinal centers in MRL/lpr spleens (24) (Supplemental Figure 3C). 

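*Bcl6*, the lineage factor of Tfh cells (ENSMUSG00000022508, GRCm38 chromosome 16 23965052 to 23988852), had a UMI in 26 of 2976 kidney (0.874%), 12 of 1902 MRL/lpr spleen (0.631%) and 2 of 668 B6 CD4+ T cells (0.299%). CD8+ T cells gave 0.942%. *Cxcr5*, the chemokine receptor that brings Tfh cells to B cell follicles, fell by 2.29 in log2 terms from spleen to kidney (standard error 0.17, adjusted p = 1.07e-08 from edgeR), from 61.8 ± 11.0 to 12.7 ± 0.697 CPM (SD, n = 3 mice). *Slamf6*, a receptor of T and B cell contact, fell by 1.06 in log2 terms (standard error 0.12, edgeR adjusted p = 2.6e-06). *Icos*, a costimulatory receptor, rose by 2.06 (standard error 0.09, edgeR adjusted p = 8.98e-12), and so did *Pdcd1* by 0.63 (standard error 0.12, edgeR adjusted p = 0.000821). Of 8 measured Tfh genes, 2 were higher in kidney and 3 lower (edgeR camera adjusted p = 0.532). The Tfh score was 6.19 ± 0.157 in the spleen cluster marked by *Gpm6b* and 6.07 ± 0.0601 in the kidney cluster marked by *Tnfsf8*.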

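The naive-like cluster, 87.7% of whose 635 cells came from B6 spleen, had in B6 cells *Lef1* at 534 and *Ccr7*, a receptor that guides T cells to lymph nodes, at 421 CPM. Its score for a list of naive and central memory genes was 8.05 in B6 cells and 7.69 ± 0.342 (SD, n = 2 mice) in the MRL/lpr spleen cells it held. A spleen cluster marked by *Sdc1* and *Myb* had *Lef1* at 201 ± 11.5 and *Ccr7* at 56.2 ± 18.2 (SD, n = 3 mice). Its naive and central memory score was 6.43 ± 0.0905. Kidney clusters scored between 4.42 and 5.92. Over all CD4+ T cells, 7 of 11 genes of this list fell in kidney relative to spleen and 2 rose (camera adjusted p = 0.00215; adjusted p = 0.642 with an estimated correlation), with *Id3*, a factor that holds naive T cells in check, falling by 2.14 (standard error 0.17, adjusted p = 3.94e-08 from edgeR). *Ccr7* rose by 0.91 (standard error 0.12, edgeR adjusted p = 1.2e-05), a gain that was gone when cells were matched on their dissociation score (−0.12, edgeR adjusted p = 0.791).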

Finally, cluster 7 probably represented a central memory T cell (T_CM_) compartment, and cluster 5 represented naive T cells (Supplemental Figure 3, D and E).

We identified several TFs whose motifs were enriched among DEGs of given clusters using the SCENIC algorithm. Although the type I IFN cluster (cluster 12) shows evidence of IRF1, IRF7, IRF9, and STAT2 regulation (25) (Figure 3A), in general we did not find unique TF associations within specific clusters. However, hierarchical cluster analysis of the TF suggested transcriptional organization by organ of origin or presence of autoimmunity. There was a kidney-specific influence, in that numerous TF binding motifs (including HIF1α, TGIF2, CREM, JUN, FOS) were enriched in the majority of KITs, irrespective of cluster; several of these TFs were also themselves transcriptionally upregulated, including *Crem* and *Hif1α*, which have previously been associated with tissue residency and hypoxia, respectively (18, 26, 27) (Figure 3B). 

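Kidney and spleen CD4+ T cells of the same MRL/lpr mice differed in 2025 of 8564 tested genes (edgeR adjusted p < 0.05), of which 1139 were higher in kidney and 886 lower. *Crem*, a cyclic AMP-responsive transcription factor (ENSMUSG00000063889, GRCm38 chromosome 18 3266048 to 3337748), rose from 32.5 ± 5.41 to 298 ± 9.73 CPM (SD, n = 3 mice), a log2 fold change of 3.19 (standard error 0.11, adjusted p = 2.9e-13 from edgeR). *Hif1a*, which encodes a transcription factor of the response to low oxygen (ENSMUSG00000021109, GRCm38 chromosome 12 73901375 to 73947530), rose by 1.46 (standard error 0.10, edgeR adjusted p = 4.76e-09). The AP-1 genes *Fos* and *Jun* rose by 2.72 (standard error 0.22) and 1.94 (standard error 0.16), and *Tgif2*, a repressor in TGF-β signaling, by 1.27 (standard error 0.21, edgeR adjusted p = 0.000195). Among the genes with the largest rise were *Areg*, an epidermal growth factor-like cytokine, at 5.10 (standard error 0.44), *Fosl2* at 4.08 (standard error 0.12) and *Tnfaip3*, a brake on NF-κB, at 3.72 (standard error 0.10).

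Of 15 resident memory genes, 12 rose and none fell (camera adjusted p = 3.05e-16; adjusted p = 0.0248 with an estimated correlation), among them the chemokine receptor gene *Cxcr6* by 2.12 (standard error 0.18). Of 12 effector memory genes, 7 rose and 2 fell (7 and 3 when adjusted over the list alone, camera adjusted p = 0.000320; adjusted p = 0.290 with an estimated correlation). Of 28 genes induced by dissociation, 24 rose and none fell (25 when adjusted over the list alone, camera adjusted p = 2.82e-76; adjusted p = 0.00841 with an estimated correlation), with *Hspa1a* at 4.41 (standard error 0.20) and *Dusp1* at 3.51 (standard error 0.13). *Fos* and *Jun* belong to this list too. Ribosomal protein genes rose in 16 of 20 (18 when adjusted over the list alone, camera adjusted p = 0.00200; adjusted p = 0.737 with an estimated correlation). *Kap*, a gene of kidney tubule cells, was at 341 ± 577 CPM in kidney and 25.2 ± 29.1 in spleen, carried by 1 mouse. With library size scaling alone, 679 genes were higher and 1788 lower in kidney. Without genes under a 2-fold change, 549 genes remained. The count was 1208 with DESeq2, 1293 without replicate 3, 820 in cells matched on dissociation genes and 766 in cells without UMIs of other cell types. The last pair of counts rests on fewer cells. There the median log2 fold change of the kidney-higher genes outside the lists stayed at 79.9% and 96.6% of its value in all cells. Of the possible splits of 6 samples there were too few to exclude chance on their own.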

In accordance with the *Hif1α* expression and transcriptional activity, recent work described a hypoxia gene expression profile in bulk RNA-Seq of KITs isolated from MRL/lpr mice (18). Similarly, we observed that a portion of KITs expressed a hypoxia profile, particularly in clusters 1, 4, 8, and 10 and the KIT Treg population (Figure 4A).

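Genes of the response to low oxygen did not move together between kidney and spleen CD4+ T cells. Of 23 measured genes, 6 were higher in kidney and 1 was lower (edgeR camera adjusted p = 0.551). *Hilpda*, a HIF target that promotes lipid storage (ENSMUSG00000043421), rose from 19.3 ± 5.37 to 95.6 ± 12.1 CPM (SD, n = 3 mice), a log2 fold change of 2.31 (standard error 0.16, adjusted p = 4.17e-09 from edgeR). *Hk2*, a hexokinase of glycolysis, rose by 2.30 (standard error 0.48, edgeR adjusted p = 0.0019), while *Ddit4*, a stress-induced inhibitor of mTORC1, fell by 0.75 (standard error 0.15, edgeR adjusted p = 0.00126). The hypoxia score over all cells was 6.42 ± 0.0445 in kidney, 6.44 ± 0.0179 in MRL/lpr spleen and 6.32 in B6 spleen. Among kidney clusters it was highest in kidney Tregs, at 6.69 ± 0.280, and in the kidney cluster marked by *Tnfsf8*, at 6.41 ± 0.140. The kidney clusters marked by *Ifitm1* and *Crem* scored 6.27 ± 0.0313 and 6.23 ± 0.0484. Spleen Tregs scored 6.53 ± 0.0462. *Hif1a* itself was at 405 ± 75.3 CPM in the *Tnfsf8* cluster and 327 ± 6.75 in kidney Tregs, against 105 ± 5.11 in the kidney cytotoxic cluster and 141 ± 4.29 in spleen Tregs.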

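Genes of T cell exhaustion moved both ways between kidney and spleen CD4+ T cells of MRL/lpr mice. *Ctla4*, an inhibitory receptor (ENSMUSG00000026011, GRCm38 chromosome 1 60887000 to 60915832), rose from 51.8 ± 8.39 to 259 ± 19.6 CPM (SD, n = 3 mice), a log2 fold change of 2.32 (standard error 0.11, adjusted p = 1.82e-11 from edgeR). *Nr4a2*, a factor induced by chronic antigen receptor signals, rose by 2.14 (standard error 0.15, edgeR adjusted p = 8.54e-09) and *Rgs16*, a regulator of G protein signaling, by 1.54 (standard error 0.11, edgeR adjusted p = 9.6e-09). *Eomes* fell by 1.18 (standard error 0.12, edgeR adjusted p = 6.6e-07), and the inhibitory receptor gene *Cd160* had a log2 fold change of −1.19 (standard error 0.43, edgeR adjusted p = 0.0546). Of 19 exhaustion genes, 4 were higher and 5 lower in kidney (4 and 6 when adjusted over the list alone, edgeR camera adjusted p = 0.730). The exhaustion score over all cells was 6.36 ± 0.108 in kidney, 6.42 ± 0.0943 in MRL/lpr spleen and 4.93 in B6 spleen. The kidney to spleen difference was −0.06 ± 0.136, with 1 of 3 mice higher in kidney (exact sign-flip test, two-sided, p = 0.75; adjusted p = 0.917 over 11 lists).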

Given the findings from our prior work suggesting KIT exhaustion, we assessed the exhaustion signature (6), which appeared enriched among CD4^+^ KITs in total (Figure 4, A and B). 

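The exhaustion score of every scored MRL/lpr kidney cluster of CD4+ T cells lay above the 4.61 of the B6 naive cluster. It was highest in a cluster of 141 cells, 54.6% from kidney and 44.7% from spleen, that was marked by the inhibitory receptor genes *Lag3* and *Havcr2* and the chemokine gene *Ccl3*. Among clusters made up of kidney cells it was 6.49 ± 0.0954 (SD, n = 3 mice) in the cytotoxic cluster, 6.16 ± 0.0333 in the cluster marked by *Tnfsf8*, 6.11 ± 0.0653 in Tregs, 5.76 ± 0.133 in the *Crem* cluster and 5.72 ± 0.190 in the *Ifitm1* cluster. The spleen cytotoxic cluster scored 6.21 ± 0.154. The kidney cytotoxic cluster exceeded the *Crem* cluster by 0.74 and the *Ifitm1* cluster by 0.78, in 3 of 3 mice each (exact sign-flip test, two-sided, p = 0.25, adjusted p = 0.295 over 13 comparisons). *Pdcd1*, which encodes PD-1, was at 439 ± 135 CPM in the *Tnfsf8* cluster and 165 ± 60.3 in the kidney cytotoxic cluster.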

Exhaustion signatures in multiple clusters were higher than the baseline defined by CD4^+^ B6 splenic T cells, with clusters 0, 4, 8, 10, and 9 exhibiting the highest score (Figure 4B). These clusters were composed mainly of KITs, with the exception of cluster 9, which consisted of both KITs and splenic T cells from MRL/lpr mice; however, even in cluster 9, the more exhausted cells were kidney derived (Figure 4B). Hence, despite the heterogeneity of CD4^+^ KITs, exhaustion-associated gene expression appears in the transcriptomes of multiple clusters of T cells.

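In the mixed cluster marked by *Ccl3*, kidney and spleen cells had nearly the same exhaustion score, 7.95 ± 0.0464 and 7.93 ± 0.0218 (SD, n = 2 mice with at least 20 cells in it). *Lag3*, an inhibitory receptor that binds MHC class II (ENSMUSG00000030124, GRCm38 chromosome 6 124904361 to 124911705), was at 2917 ± 101 CPM in its kidney and 4888 ± 329 in its spleen cells. *Pdcd1* was at 910 ± 260 and 710 ± 47.5, and *Ctla4* at 164 ± 20.5 and 28.3 ± 9.21. *Crem* was at 301 ± 95.5 and 72.6 ± 20.6, as it was higher in kidney in CD4+ T cells as a whole. A pair of mice allows an exact p no smaller than 0.5.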

As cytotoxic CD4^+^ T cells have been reported in aging, (13) tumor infiltrates (28), and systemic sclerosis (29), we assessed whether a cytotoxic gene signature was observed in KITs. Indeed, a portion of both splenic and kidney-derived T cells from MRL/lpr mice, encompassing clusters 0, 2, and 9, expressed a cytotoxic gene signature (Figure 4A). 

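Genes of cytotoxic T cells were found in CD4+ T cells of both tissues. *Nkg7*, a protein of cytotoxic granules (ENSMUSG00000004612), was at 3932 ± 449 CPM (SD, n = 3 mice) in the kidney cytotoxic cluster and 3601 ± 35.8 in the spleen cytotoxic cluster, against 237 in the B6 naive cluster. *Gzmk*, a granzyme, was at 1056 ± 186 and 902 ± 140, and *Eomes* at 206 ± 36.7 and 296 ± 35.6. The kidney cluster held 738 cells (97.3% from kidney). The cytotoxic score was 8.01 ± 0.0441 in the kidney cluster, 7.94 ± 0.0266 in the spleen cluster, and 7.88 ± 0.144 (kidney) and 8.00 ± 0.173 (spleen, 2 mice) in the mixed cluster marked by *Ccl3*. It was 7.29 ± 0.0623 in the spleen cluster marked by *Sdc1* and 5.46 in the B6 naive cluster.

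Over all cells the score was 7.47 ± 0.108 in kidney, 7.64 ± 0.0249 in MRL/lpr spleen and 5.85 in B6 spleen. Of 15 cytotoxic genes, 4 were higher in kidney than in MRL/lpr spleen and 6 were lower (edgeR camera adjusted p = 0.678). *Gzma*, a granzyme, rose by a log2 fold change of 1.39 (standard error 0.18, edgeR adjusted p = 1.45e-05) and *Ctsw*, a protease of killer cells, by 1.35 (standard error 0.09, edgeR adjusted p = 6.93e-09), while *Slamf7*, a receptor of activated lymphocytes, fell by 1.69 (standard error 0.21, edgeR adjusted p = 9.45e-06).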

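The kidney cytotoxic cluster and the heat shock cluster had high cytotoxic and low hypoxia scores. The kidney cytotoxic cluster exceeded the *Crem* cluster in the cytotoxic score by 1.29 ± 0.102 (SD, n = 3 mice) and the *Ifitm1* cluster by 1.21 ± 0.0119, in 3 of 3 mice each. In the hypoxia score it lay below the *Tnfsf8* cluster by 0.22 ± 0.151, below the *Ifitm1* cluster by 0.08 and below the *Crem* cluster by 0.04, the last in 2 of 3 mice. The *Tnfsf8* cluster and kidney Tregs, which led in hypoxia, had the lowest cytotoxic scores among kidney CD4+ clusters, 6.06 ± 0.0507 and 6.01 ± 0.111. The heat shock cluster scored 7.42 ± 0.0844 for cytotoxic genes and 6.09 ± 0.0415 for hypoxia. Kidney cells of the mixed cluster marked by *Ccl3* scored 7.88 ± 0.144 for cytotoxic genes and 6.23 ± 0.287 for hypoxia (n = 2 mice), on a par with the *Crem* cluster. The smallest exact p that 3 mice allow is 0.25. With a pseudocount of 50 CPM the difference from the *Crem* cluster changed sign. The dissociation score was 8.66 ± 0.0623 in the *Ifitm1* cluster and 7.88 ± 0.0615 in the kidney cytotoxic cluster.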

Interestingly, KIT clusters generally expressed either a hypoxic profile or a cytotoxic gene signature but not both.

### Trajectory analysis identifies developmental progression of CD4^+^ T cells.

Based on the analysis of cluster gene signatures, we hypothesized that there is a progression from naive to peripheral effector/cytotoxic T cells, which then invade the kidney where they first express a cytotoxic program, followed by a hypoxia response accompanied by exhaustion/dysfunction. To evaluate this model, we created a lineage progression analysis using Monocle3, which integrates temporal gene expression (Figure 4C). HTO overlays on the Monocle3 pseudotime trajectory (Figure 4C) indicated that lineage origin occurs with the B6 naive cluster; the program then postulated early branching of the Treg cluster, along with progression through activated lupus-prone splenic cells, and finally to kidney-infiltrating cells. In this model, it appears that naive T cells enter the “autoimmune/cytotoxic phase” just prior to or in parallel with kidney infiltration, as hypothesized, and finally progress to a hypoxic/dysfunctional state (Figure 4D).

### KIT Tregs express tissue-resident markers.

To assess the independent effect of tissue reprogramming on T cell phenotype, we more closely evaluated the Treg population (cluster 6), as this cluster was composed of cells from all 3 origins. Upon reclustering, KIT Tregs mapped separately from the splenic Tregs of either B6 or autoimmune origin (Figure 5, A and B). 

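The 438 cells of the Treg-like clusters fell into 2 clusters, which followed tissue. Of 250 cells from MRL/lpr spleen, 249 were in the larger cluster, marked by *Tnfaip8l2*, a brake on immune signaling, and *Ifi47*, an interferon-induced GTPase. All 32 cells from B6 spleen were there too. The smaller cluster, marked by *Areg*, *Rgs2* and *Fos*, held 117 cells, 116 of them from kidney. Kidney Tregs were split, with 74.4% in the kidney cluster and 40 of 156 cells (25.6%) beside the spleen Tregs. B6 and MRL/lpr spleen Tregs were not separated. The clustering used 3504 variable genes at a resolution of 0.6, and 15 or 30 principal components gave 2 clusters as well. *Fos* is also a gene of the dissociation list, and only the kidney had been digested.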

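Tregs of the kidney differed from those of the spleen in 123 of 1808 tested genes (edgeR adjusted p < 0.05), 101 higher in kidney and 22 lower, in 97 kidney and 131 spleen cells with a *Foxp3* UMI. The count was 77 with DESeq2 and 75 without replicate 2. *Rgs2*, which ends signals of G protein-coupled receptors, rose from 50.9 ± 8.08 to 2004 ± 410 CPM (SD, n = 3 mice), a log2 fold change of 5.27 (standard error 0.25, adjusted p = 9.49e-14 from edgeR). *Fosl2*, an AP-1 factor, rose by 4.10 and *Tnfaip3*, a brake on NF-κB, by 3.55. *Klf6*, a zinc finger transcription factor (ENSMUSG00000000078, GRCm38 chromosome 13 5861482 to 5870394), rose from 133 to 821 CPM, by 2.58 (standard error 0.24, edgeR adjusted p = 2.39e-08). Lower genes included *Ifi47* at −1.68 (standard error 0.28, edgeR adjusted p = 0.000193) and *S1pr4*, a receptor of lymphocyte trafficking, at −1.24 (standard error 0.29, edgeR adjusted p = 0.00583). Other genes of circulating T cells rose, *Klf2* by 1.39 (standard error 0.18, edgeR adjusted p = 7.09e-06) and *Ccr7* by 2.54 (standard error 0.40, edgeR adjusted p = 9.2e-05).

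Of 5 resident memory genes, 3 rose and none fell (camera adjusted p = 2.42e-10; adjusted p = 0.0219 with an estimated correlation), and of 9 exhaustion genes 3 rose and none fell (4 when adjusted over the list alone, camera adjusted p = 0.00574; adjusted p = 0.219 with an estimated correlation). *Rgs1* and *Rgs2* of the resident memory list and *Ctla4* of the exhaustion list are also genes that the paper names as rising in these Tregs. The p values of both lists are therefore not free of that choice. Of 22 dissociation genes, 16 rose and none fell (18 when adjusted over the list alone, camera adjusted p = 3.43e-34; adjusted p = 0.0306 with an estimated correlation), among them *Hspa1a* by 4.65. None of 14 hypoxia genes and none of 20 ribosomal protein genes passed the threshold, at a depth where edgeR found 69% of simulated 2-fold changes. The paper proposes that residence in the tissue induced an additional program.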

A volcano plot (Figure 5C) revealed a number of DEGs between peripheral and kidney Tregs, mostly upregulated in the kidney, suggesting that tissue residence induced an additional transcriptional program. These DEGs included *Crem* and *Klf6*, TFs previously associated with CD4^+^ KIT phenotypes in our TF mapping (Figure 3B). 

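All 6 genes that the paper names as tissue Treg genes were higher in kidney Tregs than in spleen Tregs. The paper names them, out of genes known from tissue Tregs, as ones that rose in the same cells, so no p value is given for the set in Tregs or in CD4+ T cells. *Areg*, a cytokine of tissue repair (ENSMUSG00000029378, GRCm38 chromosome 5 91139599 to 91148432), rose from 13.4 to 676 CPM, a log2 fold change of 5.51 (standard error 0.48, adjusted p = 8.46e-09 from edgeR, n = 3 mice per tissue). *Crem* rose from 91.2 to 666 CPM, by 2.86 (standard error 0.25, edgeR adjusted p = 9.89e-09). *Id2*, an inhibitor of DNA binding in effector and tissue T cells (ENSMUSG00000020644, GRCm38 chromosome 12 25093799 to 25097140), rose by 2.69 (standard error 0.21, edgeR adjusted p = 2.02e-09) and *Ctla4*, an inhibitory receptor, by 2.15 (standard error 0.23, edgeR adjusted p = 2.49e-07). *Rgs1*, another regulator of G protein signaling, rose by 1.84 (standard error 0.20, edgeR adjusted p = 2.49e-07).

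Of 14 genes on a wider list of tissue Tregs, fixed beforehand, 9 were measured in Tregs, and 4 rose and none fell (6 and 1 when adjusted over the list alone, camera adjusted p = 5.26e-06; adjusted p = 0.0306 with an estimated correlation). *Areg*, also among the 6 genes that the paper names, was 1 of the 4, so this p value is not free of that choice either. The rises were not confined to Tregs. All 6 named genes rose from spleen to kidney in CD4+ T cells as a whole and in CD8+ T cells (camera adjusted p = 7.47e-30; adjusted p = 0.0144 with an estimated correlation).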

Interestingly, genes previously identified in tissue-resident Tregs when compared to lymphoid Tregs were similarly transcriptionally upregulated in KIT Tregs, including *Crem*, *Rgs1*, *Rgs2*, *Id2*, *Ctla4*, and *Areg* (Figure 5C, highlighted in pink) (30).

### CD8^+^ KITs exhibit heterogeneity after tissue infiltration.

CD8^+^ T cells (from Main-Seq) were analyzed as done for the CD4^+^ population, yielding 9 clusters that resolved based on HTO (Figure 6, A and B). 

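CD8+ T cells fell into 11 clusters here (2864 variable genes, resolution 0.9), a number that did not change with 15 or 30 principal components. Names given by the rule of at least 3 markers were exhausted-like for a kidney and a spleen cluster, and resident memory-like, effector memory-like, naive-like, interferon-like and proliferating-like for 1 cluster each. Transitional-like has no markers of its own in that rule. It was the name for a kidney cluster in which none of the marker classes led. The 3 others stayed unnamed. They were the main MRL/lpr spleen cluster, marked by *Gzmm*, a kidney cluster marked by the heat shock genes *Hspa1a* and *Hspa1b*, and a cluster of 574 cells marked by *Igkc*, the constant region of the immunoglobulin kappa chain, which T cells do not make. *Igkc* was at 2885 ± 4862 CPM (SD, n = 3 mice) in the spleen cells of that cluster, carried by 1 mouse, and at 513 ± 98.7 in its kidney cells, which made up 33.1%.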

We could identify most of these clusters by virtue of the DEGs in each (Figure 6C). The majority of splenic T cells were clustered to the right side of the UMAP, with cluster 4 being predominantly composed of B6 splenic T cells and cluster 0 representing the majority of MRL/lpr splenic T cells and suggesting a T_CM_ phenotype.

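The naive-like cluster held 408 cells, 94.9% of them from B6 spleen, and was marked by *Dapl1*, *Igfbp4* and by *H2-Q7*, an MHC class I gene of a locus that differs between strains. *Lef1*, a factor of naive T cells (ENSMUSG00000027985, GRCm38 chromosome 3 131110471 to 131224356), was at 403 CPM in its B6 cells and *Ccr7* at 341. The largest MRL/lpr spleen cluster took 48.2% of spleen CD8+ T cells (807 of 1675) and 79.8% of its 1011 cells were from MRL/lpr spleen. *Lef1* was at 164 ± 8.02 CPM (SD, n = 3 mice) in these spleen cells. The list of naive and central memory genes scored 7.90 in the B6 cluster and 6.96 ± 0.112 in this spleen cluster.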

Autoimmune splenic T cells were also represented in clusters 6 and 5, which comprise T effector memory (T_EM_) and peripherally exhausted cells, respectively. 

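Other MRL/lpr spleen CD8+ T cells lay in the effector memory-like cluster (6.75% of them) and in the spleen exhausted-like cluster (19.9%), of whose 409 cells 81.4% were from MRL/lpr spleen and 17.1% from kidney. In the latter, *Lag3*, an inhibitory receptor, was at 1120 ± 152 CPM (SD, n = 3 mice), *Pdcd1* at 215 ± 35.5 and *Tox*, a factor of exhausted T cells, at 268 ± 36.4. In the main spleen cluster the same genes were at 40.4 ± 19.3, 10.0 ± 1.68 and 23.9 ± 3.61. *Gzmk*, a granzyme, was at 572 ± 43.6 against 44.1 ± 7.74. *Igkc* was among the markers of the spleen exhausted-like cluster too, at 2396 ± 3409 CPM, carried by 1 mouse.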

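Kidney cells of MRL/lpr mice made up 100% of the resident memory-like cluster (665 cells), 97.8% of the transitional-like cluster (624 cells), 96.6% of the kidney exhausted-like cluster (358 cells) and 98.1% of the heat shock cluster (207 cells). In order, these took 27.1%, 24.9%, 14.1% and 8.28% of kidney CD8+ T cells. *Nr4a2*, a factor induced by antigen receptor signals, separated kidney from spleen in all CD8+ T cells, at 421 ± 47.3 against 25.2 ± 2.61 CPM (SD, n = 3 mice), a log2 fold change of 4.07 (standard error 0.12, adjusted p = 1.48e-13 from edgeR).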

CD8^+^ KITs from MRL/lpr mice were found in several unique clusters. 

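Exhausted-like CD8+ T cells of the kidney carried the highest levels of several inhibitory receptor genes. *Pdcd1*, which encodes PD-1 (ENSMUSG00000026285, GRCm38 chromosome 1 94038305 to 94052553), was at 937 ± 159 CPM (SD, n = 3 mice), against 281 ± 21.4 in the resident memory-like and 139 ± 17.4 in the transitional-like cluster. *Lag3* was at 1635 ± 211, against 238 ± 16.8 and 296 ± 63.9. *Havcr2*, which encodes TIM-3, was at 133 ± 19.0, against 12.6 ± 10.5 and 13.0 ± 5.62. The cluster was drawn and named from the same genes, so these levels describe it.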

Cluster 2 contained an exhausted T cell population (T_EX_). Cluster 3 consisted of a resident memory T cell population (T_RM_). 

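The resident memory-like cluster was marked by integrins that hold T cells in epithelium. *Itgae*, which encodes CD103 (ENSMUSG00000005947, GRCm38 chromosome 11 73090583 to 73147446), was at 116 ± 27.4 CPM (SD, n = 3 mice), against 5.09 ± 2.59 in the exhausted-like and 7.25 ± 4.59 in the transitional-like cluster. *Itga1*, which encodes the collagen-binding CD49a (ENSMUSG00000042284), was at 101 ± 6.49, against 4.66 ± 1.52 and 16.2 ± 5.35. Over all CD8+ T cells, *Itga1* rose from spleen to kidney by a log2 fold change of 5.05 (standard error 0.34, adjusted p = 4.65e-09 from edgeR) and *Cdh1*, which encodes E-cadherin, by 4.63 (standard error 0.35, adjusted p = 1.69e-08 from edgeR).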

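The effector memory-like cluster held 252 cells, 54.8% from MRL/lpr kidney and 44.8% from MRL/lpr spleen, and took 5.63% of kidney CD8+ T cells. *Cx3cr1*, the fractalkine receptor of effector cells (ENSMUSG00000052336, GRCm38 chromosome 9 119901616 to 120069879), was at 144 ± 67.5 CPM in its kidney and 277 ± 66.0 in its spleen cells (SD, n = 3 mice), and at no more than 6.35 in any other cluster. Further markers were *Gzma*, *Zeb2* and *Klrg1*, genes of short-lived effector cells. *Crem* was at 208 ± 108 in its kidney cells and 36.6 ± 2.66 in its spleen cells, so that the tissues differed within the cluster too.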

Cluster 6 was a T_EM_ cluster, made up of approximately 50% KITs and 50% splenic T cells. Cluster 1 was the largest KIT cluster. It appeared to represent a transitional state, as cells in this cluster expressed a mixture of genes indicative of T_EX_, T_RM_, and T_EM_. 

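By cell number, the transitional-like cluster was the largest but 1 among kidney clusters of CD8+ T cells, after the resident memory-like cluster. Its markers were *Ccr2*, a receptor for inflammatory chemokines, *Nr4a1* and *Tnfaip3*, immediate genes of antigen receptor and NF-κB signaling, and *Junb*. *Nr4a1* and *Junb* are also induced by dissociation. The dissociation score of the cluster was 7.74 ± 0.0785 (SD, n = 3 mice), between 7.67 ± 0.107 in the exhausted-like and 7.94 ± 0.0581 in the resident memory-like cluster.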

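*Ccr7* and *Gzmk*, genes of different T cell states, were both found in the transitional-like cluster. Counts summed over cells do not show whether the same cells held both. *Ccr7*, a receptor of naive and memory T cells, was at 159 ± 26.4 CPM (SD, n = 3 mice), as in the main MRL/lpr spleen cluster (159 ± 14.0), against 15.4 ± 3.58 in the resident memory-like and 8.90 ± 4.87 in the exhausted-like cluster. *Gzmk*, a granzyme of effector memory CD8+ T cells, was at 488 ± 46.2, against 295 ± 59.3 and 726 ± 48.2.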

The 2 smallest clusters were dividing cells (cluster 7), and IFN^hi^ T cells (cluster 8), with cells from multiple sources.

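The interferon-like cluster held 34 CD8+ cells, 17 from MRL/lpr kidney, 6 from MRL/lpr spleen and 11 from B6 spleen, and was marked by *Ifit1*, *Ifit3*, *Isg15* and *Rsad2*, antiviral genes induced by type I IFN. The proliferating-like cluster held 24 cells, 16 from MRL/lpr kidney, 7 from MRL/lpr spleen and 1 from B6 spleen, and was marked by *Stmn1*, *Birc5*, *Rrm2* and *Top2a*, genes of DNA replication and mitosis. Its median was 7103.5 UMIs per cell, against 3262 in the interferon-like cluster. Over all CD8+ T cells, *Top2a* rose from spleen to kidney by a log2 fold change of 2.00 (standard error 0.28, adjusted p = 2.14e-05 from edgeR).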

To confirm clusters’ putative identities, reference gene signatures (Supplemental Table 1) were overlaid on the UMAP plots (Figure 6, D–I). 

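Resident memory genes scored highest in the resident memory-like cluster, at 7.43 ± 0.0889 (SD, n = 3 mice), followed by the heat shock cluster at 6.60 ± 0.00819 and the kidney exhausted-like cluster at 6.13 ± 0.136. The transitional-like and effector memory-like kidney cells scored 5.81 ± 0.0405 and 5.52 ± 0.213. Spleen clusters scored between 4.47 and 5.06, and B6 CD8+ T cells 4.65. The resident memory-like cluster exceeded the transitional-like cluster by 1.62 ± 0.128 and the exhausted-like cluster did so by 0.32 ± 0.174, in 3 of 3 mice each. Markers that name the cluster are genes of this kind, so these scores describe it. From spleen to kidney, 16 of 16 resident memory genes rose (edgeR adjusted p < 0.05; camera adjusted p = 3.85e-31; adjusted p = 0.0414 with an estimated correlation), among them *Qpct*, a glutaminyl cyclase, by a log2 fold change of 5.26 (standard error 0.42).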

The resident memory signature mapped most strongly to the T_RM_ and KIT T_EX_ clusters (Figure 6D). Reciprocally, the peripheral gene signature was associated with splenic derived T cells — particularly the naive, the T_CM_, and splenic portion of the T_EM_ clusters (Figure 6E); however, the peripheral T_EX_ cluster exhibited neither a T_RM_ or a peripheral signature. 

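Genes of circulating T cells showed the opposite order. Their score was 7.09 in the B6 naive-like cluster, 6.85 ± 0.0805 (SD, n = 3 mice) in the main MRL/lpr spleen cluster and 6.78 ± 0.216 in the spleen cells of the effector memory-like cluster. The spleen exhausted-like cluster scored 6.33 ± 0.290. In the kidney, the transitional-like cluster scored 6.11 ± 0.183, the effector memory-like 6.04 ± 0.141, the resident memory-like 5.10 ± 0.147 and the exhausted-like 4.95 ± 0.174. From spleen to kidney, 10 of 11 circulating genes fell in CD8+ T cells and none rose (edgeR adjusted p < 0.05; camera adjusted p = 4.18e-14; adjusted p = 0.0616 with an estimated correlation). *S1pr1*, the receptor that lets T cells leave tissue, fell by 2.11 in log2 terms (standard error 0.17, edgeR adjusted p = 3.01e-08).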

As expected, the CD8^+^ KIT population as a whole manifested a robust “exhausted” signature (6). 

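Exhaustion genes rose from spleen to kidney in CD8+ T cells. Of 20 measured, 19 were higher in kidney and 1 was lower (edgeR adjusted p < 0.05; camera adjusted p = 9.83e-22; adjusted p = 0.0444 with an estimated correlation). *Ctla4*, an inhibitory receptor, rose from 7.35 ± 1.06 to 99.7 ± 1.01 CPM (SD, n = 3 mice), a log2 fold change of 3.75 (standard error 0.12, adjusted p = 3.44e-13 from edgeR). *Cd244*, another inhibitory receptor, rose by 3.74 (standard error 0.46, edgeR adjusted p = 5.4e-06), *Rgs16* by 3.22 (standard error 0.13, edgeR adjusted p = 9.37e-12) and *Pdcd1* by 2.67 (standard error 0.11, edgeR adjusted p = 1.28e-11). The exhaustion score over all cells was 6.62 ± 0.116 in kidney, 5.21 ± 0.181 in MRL/lpr spleen and 4.43 in B6 spleen.

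These were part of a wide difference, with 3587 of 8635 tested genes changed, 1838 higher in kidney and 1749 lower (edgeR adjusted p < 0.05). Of 15 cytotoxic genes, 10 rose and 2 fell (camera adjusted p = 0.000687; adjusted p = 0.0894 with an estimated correlation), with *Gzmb*, a granzyme, up by 3.04 (standard error 0.22) and *Fasl*, the ligand of the Fas death receptor, by 2.45 (standard error 0.14), while *Gzmm* fell by 2.83 (standard error 0.11). Of 10 Th1 genes, 4 rose and 2 fell (camera adjusted p = 0.00424; adjusted p = 0.0706 with an estimated correlation), led by *Ifng* at 3.15 (standard error 0.13) and *Tnf* at 2.79 (standard error 0.17). Of 4 genes of γδ T cells, all rose (camera adjusted p = 2.13e-05; adjusted p = 0.0501 with an estimated correlation), among them *Tcrg-C1* by 3.04 (standard error 0.34). All 20 ribosomal protein genes fell (camera adjusted p = 4.99e-10; adjusted p = 0.272 with an estimated correlation), among them *Rps2* by 1.06 (standard error 0.08).

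Of 27 genes induced by dissociation, 25 rose and 2 fell (camera adjusted p = 1.54e-31; adjusted p = 0.0385 with an estimated correlation), among them *Dusp1* by 3.55 (standard error 0.10). *Ighm*, an immunoglobulin gene of B cells, fell by 2.46 (standard error 0.09). With library size scaling alone, 2530 genes were higher and 1194 lower in kidney. In cells matched on dissociation genes 1712 genes changed, and in cells without UMIs of other cell types 844, both in fewer cells. The median log2 fold change of the kidney-higher genes outside the lists stayed at 93.1% and 92.7% of its value in all cells.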

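Within the kidney, the exhaustion score of CD8+ T cells was highest in the exhausted-like cluster, 7.55 ± 0.0261 (SD, n = 3 mice). It was 6.37 ± 0.238 in the heat shock cluster, 6.28 ± 0.0684 in the resident memory-like, 6.00 ± 0.188 in the transitional-like and 5.59 ± 0.367 in the effector memory-like cluster. The exhausted-like cluster exceeded the resident memory-like by 1.27 ± 0.0892 and the transitional-like by 1.55 ± 0.178, and the resident memory-like exceeded the transitional-like by 0.28 ± 0.181, in 3 of 3 mice each. Markers that name the exhausted-like cluster are genes of this kind, so the scores describe it. In spleen, the exhausted-like cluster scored 6.50 ± 0.178 and the main cluster 4.50 ± 0.0617. The pairs of clusters were chosen after the clusters had been seen.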

Among KITs, the exhaustion signature was most associated with clusters 2 and 3 and to a lesser extent 1, which represent the KIT T_EX_, T_RM_, and transitional populations, respectively (Figure 6F). Reference gene UMAP overlays for T_EM_ and T_CM_ transcriptional signatures confirmed our initial classifications of these clusters (Figure 6, G and H).

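The effector memory list scored 9.37 ± 0.164 in kidney and 9.30 ± 0.171 in spleen cells of the effector memory-like cluster (SD, n = 3 mice). Other kidney clusters of CD8+ T cells lay between 7.40 and 7.78, the main spleen cluster at 6.20 ± 0.103 and B6 cells at 5.58. In the kidney it exceeded the transitional-like cluster by 1.96 ± 0.380 in 3 of 3 mice. Of 14 effector memory genes, 10 rose and 1 fell from spleen to kidney (edgeR adjusted p < 0.05; camera adjusted p = 9.03e-06; adjusted p = 0.190 with an estimated correlation). Naive and central memory genes scored 6.97 ± 0.179 in the spleen cluster marked by *Igkc*, 6.00 ± 0.192 in transitional-like cells, 5.08 ± 0.174 in resident memory-like and 4.68 ± 0.204 in exhausted-like cells. All 11 of these genes fell from spleen to kidney (edgeR adjusted p < 0.05; camera adjusted p = 6.7e-20; adjusted p = 0.0414 with an estimated correlation), among them *Lef1* by 2.23 (standard error 0.10) and *Id3* by 2.78 (standard error 0.14).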

### Unique TF profile associated with T cell infiltration and exhaustion.

We further performed TF motif enrichment for the CD8^+^ T cell clusters using SCENIC (Figure 7A). As expected, IRF1, IRF7, IRF9, and STAT1 were identified as transcriptional drivers of the IFN^hi^ cluster. Similar to the CD4^+^ compartment, several motifs were enriched in all CD8^+^ KITs (UQCRB, CREM, and KLF6), while other TFs were cluster specific; for example, in the T_EX_ clusters (2 and 5), motifs for NR3C1, HTATIP2, and ELF1 were enriched.

Not all TFs can be mapped by SCENIC. To provide an alternative approach, we overlaid expression of multiple TFs on the UMAP plots (Figure 7B). 

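*Crem* was higher in kidney than in spleen CD8+ T cells, rising from 17.2 ± 3.53 to 143 ± 15.7 CPM (SD, n = 3 mice), a log2 fold change of 3.08 (standard error 0.13, adjusted p = 1.24e-11 from edgeR). *Klf6*, a zinc finger transcription factor, rose from 75.6 ± 6.34 to 512 ± 60.9, by 2.76 (standard error 0.10, edgeR adjusted p = 3.23e-12). *Uqcrb*, a subunit of mitochondrial complex III (ENSMUSG00000021520, GRCm38 chromosome 13 66900617 to 66905378), was at 252 ± 13.3 in spleen and 302 ± 16.1 in kidney, a rise of 0.26 (standard error 0.08, edgeR adjusted p = 0.0165). By kidney cluster, *Uqcrb* was at 339 ± 38.4 in resident memory-like, 325 ± 8.27 in exhausted-like and 271 ± 22.7 in transitional-like cells, and at 222 in B6 cells. Among further regulators that the paper names, *Irf7*, a factor of type I IFN responses, rose by 0.58 (standard error 0.11, edgeR adjusted p = 0.000463) and *Htatip2* by 0.45 (standard error 0.15, edgeR adjusted p = 0.0252), while *Elf1* had a log2 fold change of −0.03 (standard error 0.09, edgeR adjusted p = 0.831) and *Nr3c1*, the glucocorticoid receptor, 0.22 (standard error 0.14, edgeR adjusted p = 0.217).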

Expression of *Crem* and to a lesser extent *Klf6*, was associated with KITs, while *Uqcrb* was not, exposing some discordance between TF expression and predicted TF gene regulation. 

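*Tox*, which encodes a factor of the exhaustion program (ENSMUSG00000041272, GRCm38 chromosome 4 6686353 to 6991557), was highest in exhausted-like CD8+ T cells of the kidney, at 432 ± 59.5 CPM (SD, n = 3 mice). It was at 93.4 ± 20.7 in transitional-like cells, somewhat lower in resident memory-like cells, at 54.2 ± 47.5 in effector memory-like kidney cells and at 47.1 in B6 cells. *Eomes*, a T-box factor of effector and exhausted cells (ENSMUSG00000032446, GRCm38 chromosome 9 118478212 to 118486132), was at 172 ± 22.6 in kidney and 177 ± 33.4 in spleen exhausted-like cells, 111 ± 10.9 in transitional-like and 49.3 ± 1.99 in resident memory-like cells. It was also at 128 ± 23.0 in the main spleen cluster. From spleen to kidney, *Tox* rose by a log2 fold change of 1.18 (standard error 0.14, adjusted p = 3.72e-06 from edgeR) and *Eomes* fell by 0.38 (standard error 0.12, adjusted p = 0.0209 from edgeR).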

Expression of both *Tox* and *Eomes*, which are regulators of T cell exhaustion (31–33), are correlated with the T_EX_ clusters 2 and 5, further validating their identity. 

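*Tcf7*, which encodes TCF-1, a factor of naive, memory and progenitor T cells (ENSMUSG00000000782, GRCm38 chromosome 11 52252371 to 52283014), was at 256 ± 42.1 CPM (SD, n = 3 mice) in the main MRL/lpr spleen cluster of CD8+ T cells and at 360 in B6 cells. In the kidney it was at 135 ± 34.7 in transitional-like, 59.9 ± 25.2 in effector memory-like, 47.4 ± 17.9 in resident memory-like and 12.4 ± 8.88 in exhausted-like cells. The spleen exhausted-like cluster had 125 ± 5.76. From spleen to kidney it fell by 1.80 in log2 terms (standard error 0.14, adjusted p = 2.64e-08 from edgeR).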

Notably, *Tcf7*, which is strongly expressed in splenic T cells, was also observed in transitional cells, with expression generally extinguished in T_EX_ and T_RM_ populations. 

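*Klf2*, a factor of T cell egress and quiescence (ENSMUSG00000055148, GRCm38 chromosome 8 72319033 to 72321656), was at 578 ± 140 CPM (SD, n = 3 mice) in transitional-like, 229 ± 51.6 in resident memory-like and 129 ± 38.7 in exhausted-like CD8+ T cells of the kidney. It was at 810 ± 34.5 in the main spleen cluster and highest in effector memory-like cells, at 1503 ± 393 in kidney and 2320 ± 284 in spleen. *Klf6* ran the other way, at 399 ± 29.8 in transitional-like, 682 ± 57.9 in resident memory-like and 461 ± 58.1 in exhausted-like cells, against 68.0 ± 10.8 in the main spleen cluster. *Id2* was at 465 ± 84.1, 759 ± 78.6 and 1635 ± 240 in the same kidney clusters and at 69.5 ± 30.9 in the main spleen cluster. From spleen to kidney, *Klf2* fell by 0.99 in log2 terms (standard error 0.11, adjusted p = 1.89e-06 from edgeR), while *Id2* rose by 2.02 (standard error 0.16, adjusted p = 2.12e-08 from edgeR). *Klf6* was highest in the heat shock cluster, at 892 ± 149.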

A pattern similar to *Tcf7* was seen with *Klf2*, whereas *Klf6* and *Id2* had reciprocal patterns.

### Trajectory analysis identifies lineage progression of CD8^+^ T cells and a distinct transitional population.

Based on the fact that cluster 1 was at the center of the clearly distinguishable T_EX_, T_RM_, and T_EM_ clusters, and that cluster 1 displayed intermediate expression of several gene signatures (T_RM_, T_EX_, T_periph_) and TFs (*Crem*, *Tcf7*, *Tox*, *Klf2*, and *Klf6*) (Figure 6, D–F, and Figure 7B), we hypothesized that cluster 1 represents a transitional population that is in the process of differentiating from a peripheral phenotype to any one of the 3 more differentiated terminal destinations. 

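Transitional-like CD8+ T cells lay between spleen and other kidney cells in some genes and not in others. In the circulating list they exceeded exhausted-like cells by 1.16 ± 0.0471 (SD, n = 3 mice) and resident memory-like cells by 1.01 ± 0.0920, in 3 of 3 mice each, while staying below the main spleen cluster. For *Tcf7* and *Klf2* they held a middle place in the same way. *Crem* was at 150 ± 14.9 CPM, against 161 ± 14.5 in resident memory-like, 225 ± 18.2 in exhausted-like and 13.6 ± 2.10 in main spleen cells. From such intermediate levels and the central place of the cluster, the paper hypothesizes that these cells are leaving a peripheral state. They would become exhausted, resident memory or effector memory cells. The paper evaluated this with a trajectory, and none was computed here.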

Interestingly, a potentially similar transitional cell has been identified in tumor models in which cells also exhibit an exhausted or effector phenotype (34). To evaluate this hypothesis, we performed computational lineage progression analysis (Figure 7, C and D). This analysis delineated a progression from naive to memory cells, followed by kidney tissue invasion, where cells initially manifest a “transitional” phenotype. From there, the algorithm predicted cells developing into a T_EM_ (cluster 6), T_EX_ (cluster 2), or T_RM_ (cluster 3) phenotype.

### Clonal expansion and proliferation are associated with an exhausted phenotype in KITs.

If the model that autoreactive T cells enter the kidney and then become exhausted as part of a self-preservation mechanism is correct, we would expect the transitional and exhausted clusters to harbor clonally expanded T cells, with some of the clones spanning both clusters, suggesting dynamic progression. To test this, we performed TCR-Seq of single cells, which allowed clonal lineage tracking among clusters in both genetic models of murine LN (MRL-TCR–Seq and Yaa-TCR–Seq, respectively).

Transcriptional data from all 3 cohorts were merged into a single UMAP using Harmony (Figure 8A). Using GSEA and mapping of Main-Seq cohort clusters, we identified, in the combined UMAP plot, clusters with exhausted, effector, resident memory, and transitional phenotypes (Figure 8, B and C). 

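CD8+ T cells of both TCR cohorts were each assigned to the Main-Seq cluster they were most like by Seurat's label transfer (17687 cells with those of Main-Seq included). Transfer gives every cell a Main-Seq state by its expression, so the levels and scores below describe the assignment and do not test whether the states recur. In exhausted-like cells, *Pdcd1* was at 1253 ± 432 CPM in MRL-TCR–Seq and 1416 ± 207 in Yaa-TCR–Seq (SD, n = 5 mice each), and *Tox* at 400 ± 74.3 and 422 ± 73.9. In resident memory-like cells, *Itgae* was at 407 ± 72.8 and 43.4 ± 20.9. In effector memory-like cells, *Cx3cr1* was at 149 ± 56.1 (4 mice) and 42.3 ± 12.0. *Tcf7* was at 109 ± 35.9 and 156 ± 34.7 in transitional-like cells and at 4.99 ± 1.75 and 15.7 ± 9.15 in exhausted-like cells. *Klf2* was at 656 ± 164 and 385 ± 93.0 in transitional-like cells and at 100 ± 36.9 and 107 ± 50.7 in exhausted-like cells.

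The exhaustion score of exhausted-like cells exceeded that of transitional-like cells by 1.66 ± 0.292 in MRL-TCR–Seq and by 1.16 ± 0.180 in Yaa-TCR–Seq, in 5 of 5 mice each. The resident memory score of resident memory-like cells exceeded that of transitional-like cells by 1.53 ± 0.230 and 0.97 ± 0.145, in 5 of 5 mice each. That of exhausted-like cells did so by 0.32 ± 0.0772 in 5 of 5 mice of MRL-TCR–Seq. In Yaa-TCR–Seq the difference was 0.05 ± 0.161, above 0 in 3 of 5 mice, and −0.26 with a pseudocount of 1 CPM. The circulating score of transitional-like cells exceeded that of exhausted-like cells by 1.47 ± 0.254 and 0.93 ± 0.445. The effector memory score of effector memory-like cells exceeded that of transitional-like cells by 1.82 ± 0.116 in 4 of 4 and by 0.96 ± 0.0444 in 5 of 5 mice.

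**Figure D1:**
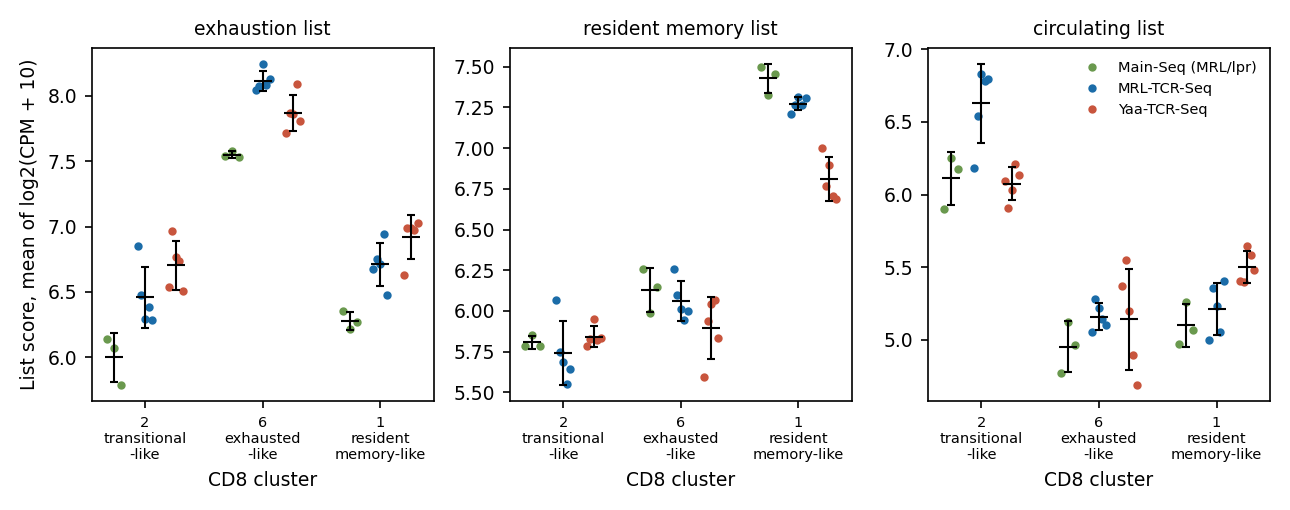
Scores of 3 gene lists (mean of log2(CPM + 10) over the genes of the list) in transitional-like, exhausted-like and resident memory-like kidney CD8+ T cells. Each point is a mouse (3 in Main-Seq, 5 in each TCR cohort), and bars give the mean and SD. In every cohort exhaustion genes are highest in exhausted-like cells, resident memory genes in resident memory-like cells and circulating genes in transitional-like cells, which describes the clusters and the assignment.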

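Kidney CD8+ T cells of FcγR2B-/-.*Yaa* mice expressed interferon response genes at a higher level than those of MRL/lpr mice. Of 16 measured, 13 were higher in Yaa-TCR–Seq and 1 was lower (edgeR adjusted p < 0.05; camera adjusted p = 2.74e-08; adjusted p = 0.902 with an estimated correlation). *Ifit3*, an antiviral protein (ENSMUSG00000074896, GRCm38 chromosome 19 34583531 to 34588731), was at 8.45 CPM in MRL-TCR–Seq and 78.6 in Yaa-TCR–Seq, a log2 fold change of 3.20 (standard error 0.18, adjusted p = 1.39e-08 from edgeR). *Rsad2*, which blocks viral replication, differed by 4.06 (standard error 0.34, edgeR adjusted p = 6.79e-07) and *Irf7* by 1.18 (standard error 0.19, edgeR adjusted p = 0.000221). The interferon score over all cells was 5.00 ± 0.206 in MRL-TCR–Seq and 5.95 ± 0.112 in Yaa-TCR–Seq (SD, n = 5 mice each; exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 allow). Within clusters it was higher in Yaa-TCR–Seq in 5 of the 8 clusters with enough cells in both, by 0.33 to 0.68 (exact permutation test, adjusted p from 0.0159 to 0.0286), and by 0.03 to 0.15 in the 3 others.

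The interferon-like cluster took 0.777% ± 0.277 of kidney CD8+ T cells in MRL-TCR–Seq and 5.27% ± 0.832 in Yaa-TCR–Seq (exact permutation test, two-sided, p = 0.00794; adjusted p = 0.0175 over 11 clusters). Its defining genes differ between the models over the pooled cells and within 5 of 8 clusters, so its size should not be read as a number of cells of a given kind. Other shares differed too. Exhausted-like cells of the kidney cluster took 23.2% ± 4.83 and 6.14% ± 2.37, effector memory-like cells 2.67% ± 1.40 and 7.89% ± 1.66, cells assigned to the main spleen cluster 17.3% ± 4.88 and 6.73% ± 1.72, and cells assigned to the heat shock cluster 1.98% ± 1.19 and 5.33% ± 2.48 (exact permutation test, adjusted p = 0.0175 each). Cells assigned to the main spleen cluster had few UMIs, at medians of 1923 and 1710 per cell, against 4400 and 3226 in transitional-like cells. Transitional-like cells took 23.9% ± 5.63 and 38.6% ± 7.32 (exact permutation test, adjusted p = 0.0291; 0.0582 without hashtag 2 or without hashtag 4). As centred log-ratios, the transitional-like and heat shock shares were not past the threshold (exact permutation test, adjusted p = 0.899 and 0.0873). Resident memory-like cells took 23.5% ± 7.96 and 19.9% ± 6.76 (exact permutation test, adjusted p = 0.468). With 1 library per model, a difference between libraries cannot be set apart.

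**Figure D2:**
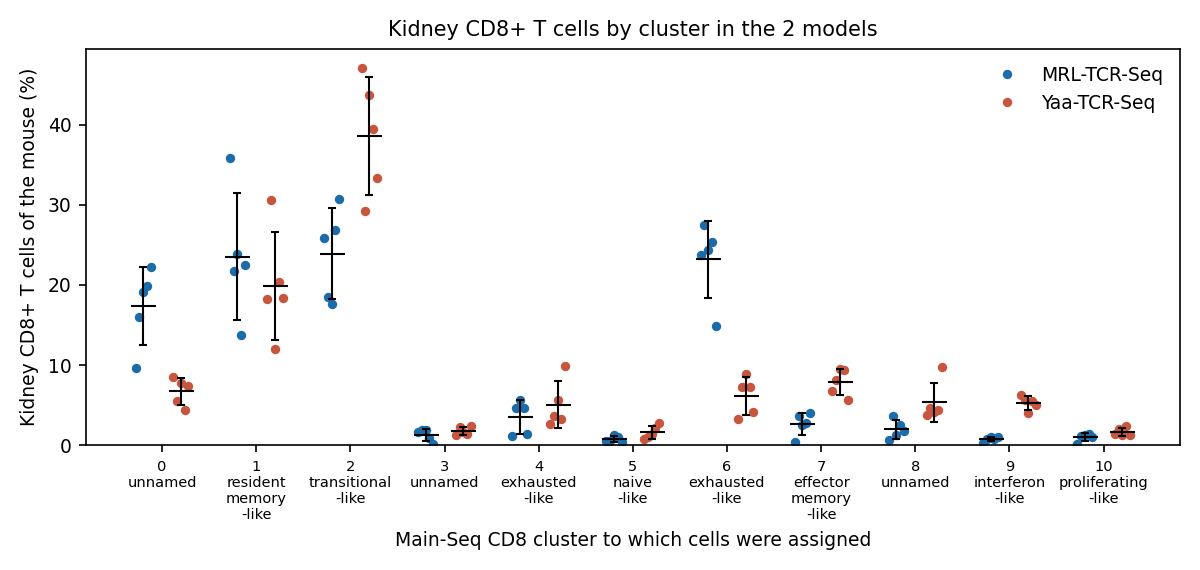
Share of kidney CD8+ T cells (%) of each mouse assigned to each Main-Seq CD8 cluster, for MRL-TCR-Seq and Yaa-TCR-Seq (5 mice each). Points are mice, and bars give the mean and SD. The mice of the models do not overlap for the interferon-like, kidney exhausted-like, effector memory-like, main spleen and heat shock clusters, and overlap for the resident memory-like cluster.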

Despite examining 2 unique spontaneous nephritis models with variable levels of histologic disease (Supplemental Figure 4 and Supplemental Table 2), the composition of the T cell clusters of KITs was quite similar (Supplemental Figure 5 and Supplemental Figure 6, A and B), When evaluating clusters by model, only the IFN^hi^ cluster was differentially represented, being increased among the FcγR2B^–/–^.*Yaa* KITs. This represented one of the small clusters, and the increase in IFN^hi^ cells was expected based on prior data (35). To assess whether mouse-to-mouse variability in cluster distribution, particularly with regard to the exhausted population, was correlated with histologic status, we performed linear regression analysis of glomerulonephritis as well as interstitial nephritis score as compared to percentage of cells in the exhausted clusters and found no significant associations (Supplemental Figure 6C). By histologic analysis (Supplemental Figure 4 and Supplemental Table 2) MRL/lpr mouse 5 had the most severe disease and the highest terminal exhaustion score; however, the remainder of the mice with variable levels of disease did not offer any additional correlation between histologic disease score and CD8^+^ T cell phenotype. Overall, these 2 genetically distinct murine lupus models had very similar cluster representation among their KITs, indicating at a single-cell level that the processes underlying interstitial nephritis were not model specific (Supplemental Figures 5 and 6).

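When the 3 cohorts were integrated and clustered anew (16 clusters from 1882 variable genes, resolution 0.7), some shares differed between the models and others did not. The interferon-like cluster, marked by *Ifit1* and *Rsad2*, took 0.986% ± 0.437 of CD8+ T cells in MRL-TCR–Seq and 5.00% ± 0.946 in Yaa-TCR–Seq, and the effector memory-like cluster, marked by *Cx3cr1*, took 1.15% ± 0.663 and 2.93% ± 0.608 (SD, n = 5 mice each; exact permutation test, adjusted p = 0.0181 over 16 clusters for both). The larger exhausted-like cluster, marked by *Rgs16* and *Tox*, took 20.8% ± 4.25 and 18.4% ± 5.29 (exact permutation test, adjusted p = 0.483), but with another linear algebra kernel the exhausted-like shares were 20.8% and 10.5% (exact permutation test, adjusted p = 0.0368). The main transitional-like cluster took 15.9% ± 3.35 and 21.6% ± 6.64 (exact permutation test, adjusted p = 0.127). A resident memory-like cluster marked by *Itgae* took 13.0% ± 5.34 and 2.41% ± 0.888 (exact permutation test, adjusted p = 0.0181). A pair of clusters came almost only from MRL-TCR–Seq (97.4% and 99.4% of their cells) at median depths of 1182 and 7864 UMIs per cell. This pair took 16.8% and 13.3% of CD8+ T cells in MRL-TCR–Seq, against 0.296% and 0.0146% in Yaa-TCR–Seq. The other integrated shares are therefore parts of totals that differ in makeup between the models.

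Over all kidney CD8+ T cells, 5026 of 9845 tested genes differed between the models, 2451 higher in Yaa-TCR–Seq and 2575 lower (edgeR adjusted p < 0.05), at 1543 and 3461 with library size scaling alone. *Lag3*, an inhibitory receptor, had a log2 fold change of −1.69 (standard error 0.18, edgeR adjusted p = 5.61e-06) and *Itgae*, the CD103 integrin, of −3.20 (standard error 0.30, edgeR adjusted p = 1.66e-06). Of 20 exhaustion genes, 3 were higher and 9 lower (edgeR camera adjusted p = 0.413), and of 44 genes of G2 and mitosis 24 were higher and 2 lower (camera adjusted p = 0.0256; adjusted p = 0.902 with an estimated correlation). Dissociation genes were higher in 18 of 28 and lower in 3 (18 and 4 when adjusted over the list alone, camera adjusted p = 0.00982; adjusted p = 0.902 with an estimated correlation). From shared clusters the paper concludes that the underlying processes were not specific to a model.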

We identified expanded T cell clones in each of the mice evaluated, consistent with previous reports in patients with systemic lupus erythematosus (SLE) (36–38). High-frequency CD8 clones (top quartile) were defined as a TCR shared between ≥13 T cells (or a frequency of ~1%) in MRL-TCR–Seq and between ≥40 T cells (or a frequency of ~3%) in Yaa-TCR–Seq (Figure 8D). 

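Integration of the 3 cohorts gave a larger exhausted-like cluster of 3309 cells, marked by *Rgs16*, *Maf* and *Lag3*, and a smaller one of 494 cells, marked by *Penk*, *Tnfrsf9*, a costimulatory receptor, and *Havcr2*. The smaller took 4.05% ± 1.94 of kidney CD8+ T cells in MRL-TCR–Seq and 1.64% ± 0.704 in Yaa-TCR–Seq (SD, n = 5 mice each; exact permutation test, adjusted p = 0.0577). Median depths were 3067 and 4837.5 UMIs per cell. The number of integrated clusters depended on the linear algebra library, with 17 in place of 16 on another kernel, and with 15 and 30 components it was 15 and 19. On the other kernel a single cluster was named exhausted-like, so the split into a larger and a smaller one depended on the kernel as well.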

In the combined UMAP, 2 distinct clusters of exhausted cells were observed. The rightmost cluster (Figure 8E) exhibited a significantly (*P* < 0.0001) higher exhaustion gene signature, which we denote as a terminally exhausted cluster (Figure 8F). 

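The smaller exhausted-like cluster of the merged cohorts, a name that only the main kernel gave to a second cluster, had the higher exhaustion score. In MRL-TCR–Seq it was 8.36 ± 0.0635, against 7.88 ± 0.0452 in the larger exhausted-like and 6.65 ± 0.124 in the transitional-like cluster of CD8+ T cells (SD, n = 5 mice). In Yaa-TCR–Seq it was 7.88 ± 0.274 (2 mice with at least 20 cells), against 7.47 ± 0.157 and 6.40 ± 0.0807. The smaller cluster exceeded the transitional-like by 1.71 ± 0.0879 in 5 of 5 mice of MRL-TCR–Seq (exact sign-flip test, two-sided, p = 0.0625) and by 1.49 ± 0.156 in 2 of 2 of Yaa-TCR–Seq (p = 0.5 from the same exact test). The larger did so by 1.23 ± 0.134 and 1.06 ± 0.138, in 5 of 5 mice each. *Lag3* and *Havcr2* are among the genes of the list and among the markers of the cluster, so the score describes it.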

In the MRL/lpr model the great majority of the high-frequency clones mapped to the exhausted clusters (comprising about 79% of all high-frequency clones), which is a significant enrichment compared with T cells expressing unique TCRs (*P* < 0.0001, Figure 8, D and G). There was less robust expansion of clonal T cells in the FcγR2B^–/–^.*Yaa* model, with 34.4% of high-frequency clones mapping to the 2 exhausted clusters, compared with an expected 23.1% of all T cells (*P* < 0.0001). Notably, there was significant clonal expansion observed in the terminal exhaustion cluster: among T cells expressing unique TCRs, the terminal exhaustion cluster comprised only 3.12%; whereas among high-frequency clones, the terminal exhaustion cluster comprised 17.3% of cells (*P* < 0.0001). The 2 other clusters that displayed expansion of the high-frequency clones in the FcγR2B^–/–^.*Yaa* mice were T_RM_ cells and the transitional group. The transitional cluster represented 17.1% of cells with unique TCRs compared with 23.9% of the high-frequency clones (*P* < 0.05, Figure 8G). Importantly, and consistent with TIL data (39), higher clonal abundance was progressively correlated with higher exhaustion score as measured for high-frequency, moderate-frequency (>4 T cells sharing a TCR), shared (2–4 cells), and unique clones (Figure 8F).

Expectedly, there was very little overlap among TCRs between mice. None of the top clones showed overlap between the MRL/lpr and FcγR2B^–/–^.*Yaa* models. When examining the top 10 clones from each model, only the top clones showed any overlap. In each case nearly all the TCRs sharing the same CDR3 regions arose from a single mouse, with 1 clone arising from a second mouse in the MRL/lpr cohort. Although 3 mice in the FcγR2B^–/–^.*Yaa* cohort expressed the top clonal sequence, 168 T cells arose from 1 mouse while only 1 each arose from the 2 other mice (data not shown). We are uncertain whether these are true, independent instances of the same TCR sequence or are the result of rare demultiplexing errors arising from unfiltered doublets.

Plotting the distribution of the top 20 highest frequency clones (Supplemental Figure 7) allowed us to evaluate how large clones span clusters, which in turn directly links the evolution of these clones over the cluster phenotypes. In every high-frequency MRL/lpr clone, members were found in the transitional, T_EX_, and terminal T_EX_ clusters. In the Yaa model, the majority of the highest frequency clones were also represented in transitional as well as more terminally differentiated clusters, including both T_EX_ and T_RM_ clusters. These clones provide direct evidence that progeny of the same cell transition between differentiation states within the kidney. Taken together, these data support the trajectory analysis (Figure 7D), with clonal expansion in the transitional compartment followed by terminal differentiation.

### Proliferation in exhausted clusters.

Expanded clones in exhausted clusters could result from continued proliferation after differentiation into those clusters or could be nondividing terminal differentiation products of their dividing transitional precursors. To distinguish these possibilities, we quantified the cell cycle state of each cluster using a score for expression of gene sets indicative of cell cycle phase. 

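Proliferating-like CD8+ T cells, marked by *Pclaf*, *Stmn1* and *Birc5*, genes of replication and mitosis, scored well above all other clusters for both phases. In the integrated cohorts the S phase score was 6.52 ± 0.196 in MRL-TCR–Seq (SD, n = 4 mice) and 6.47 ± 0.235 in Yaa-TCR–Seq (n = 5), and the G2/M score 6.42 ± 0.429 and 6.58 ± 0.164. In cells of Yaa-TCR–Seq assigned to the Main-Seq cluster by label transfer the scores were 6.68 ± 0.368 and 7.10 ± 0.255 (n = 2 mice). A UMI of *Mki67* or *Top2a*, made by dividing cells, was found in 88.3% of these, at a median of 10015 UMIs per cell, and in 51.9% after each cell had been thinned to 1500 UMIs. Both genes are among the markers that name the cluster, so these scores and shares describe it.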

As expected, the proliferative cluster (Figure 8B) was enriched in S phase and to a lesser extent G2/M genes. 

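S phase genes scored higher in exhausted-like than in transitional-like CD8+ T cells of both models. The difference was 0.20 ± 0.0637 in MRL-TCR–Seq and 0.20 ± 0.114 in Yaa-TCR–Seq, in 5 of 5 mice each (SD; exact sign-flip test, two-sided, p = 0.0625, the smallest possible; adjusted p = 0.125 and 0.375 over 12 comparisons), and 0.17 ± 0.142 in 3 of 3 mice of Main-Seq. With cells thinned to the same depth it was 0.15, 0.07 and 0.14. The G2/M difference was 0.22 ± 0.0969 in 5 of 5 mice of MRL-TCR–Seq (p = 0.0625 from the same exact test) and 0.03 ± 0.109 in 3 of 5 mice of Yaa-TCR–Seq (p = 0.4375). At the same depth it was 0.15 and −0.00615, and with a pseudocount of 1 CPM −0.17 in Yaa-TCR–Seq, so its direction there is open. A UMI of *Mki67*, a marker of dividing cells (ENSMUSG00000031004, GRCm38 chromosome 7 135689784 to 135716361), or of *Top2a*, which untangles DNA in mitosis (ENSMUSG00000020914), was found at equal depth in 7.70% of exhausted-like and 3.08% of transitional-like cells in MRL-TCR–Seq, in 4.56% and 3.36% in Yaa-TCR–Seq and in 4.57% and 5.29% in Main-Seq.

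Among integrated clusters, the G2/M score of the larger exhausted-like cluster exceeded that of the transitional-like cluster by 0.08 ± 0.0383 and 0.03 ± 0.0334, in 5 of 5 mice of each model (exact sign-flip test, p = 0.0625). Its S phase score did so by 0.05 and 0.04, in 4 of 5 mice each. With 1 mouse of MRL-TCR–Seq left out, the smaller exhausted-like cluster exceeded the transitional-like cluster by 0.0966 to 0.116 in G2/M and by 0.0680 to 0.132 in S phase. In Yaa-TCR–Seq both of its differences changed sign between settings, so their direction is open. Rates of division were not measured.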

The KIT exhausted clusters had high and significant S phase and G2/M scores in both strains of mice (Figure 8H). In contrast, the naive, T_RM_, and T_CM_ clusters exhibited significant enriched expression of G1 phase genes, indicative of resting, stable populations. This supports the concept that exhausted cells do continue to proliferate and that clonal expansion can occur at least in part after exhausted differentiation, suggesting that exhausted cells are sensing TCR signals and may contribute directly to pathogenesis.

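Scores of resident memory-like cells (assigned by label transfer) were 4.71 ± 0.0684 for S phase and 4.43 ± 0.0266 for G2/M in MRL-TCR–Seq and 4.68 ± 0.0950 and 4.49 ± 0.0605 in Yaa-TCR–Seq (SD, n = 5 mice each). Exhausted-like cells exceeded them in G2/M by 0.23 ± 0.0718 in 5 of 5 mice of MRL-TCR–Seq and by 0.06 ± 0.143 in 3 of 5 mice of Yaa-TCR–Seq, the last at −0.0316 with a pseudocount of 1 CPM. The resident memory-like cells lay above transitional-like cells in S phase by 0.07 ± 0.0852 in 3 of 5 and by 0.08 ± 0.0999 in 4 of 5 mice, and with cells thinned to the same depth the differences were −0.00151 and −0.0125. In Main-Seq CD8+ T cells the S phase score was 4.50 in B6 naive-like cells and 4.56 ± 0.0520 (n = 3 mice) in the main MRL/lpr spleen cluster, against 4.88 ± 0.0928 in exhausted-like kidney cells. Genes of G1 were not scored, since cells in G1 and resting cells share their low levels of *Mki67* and *Top2a*. The paper reads the G1 genes of such clusters as a sign of resting, stable cells.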

## Discussion

We previously reported that KITs in 3 different murine lupus models exhibited functional and transcriptional “exhaustion,” with characteristics that paralleled TILs in progressing tumors (6, 14, 40). Yet, nephritis in both lupus-prone mice and patients with SLE results in the ultimate destruction of tissue and loss of organ function. The dynamic process that reconciles these 2 findings, and that describes how autoimmune renal destruction occurs and at the same time may be restrained via exhaustion and other mechanisms, has not been elucidated. Here, we have used scRNA-Seq and TCR-Seq to reveal marked heterogeneity among KITs and a likely progressive pathway that connects initially activated and potentially destructive CD4^+^ and CD8^+^ T cell clones to exhausted populations of cells. Together, these studies provide insights into the pathogenesis of LN and potentially actionable information for novel treatment strategies.

A major goal of this work was to define which populations might be contributing to damage in LN. While numerous cell populations have been implicated in the pathogenesis of LN, including dendritic cells, macrophages, B cells, and neutrophils (41), in our prior work we determined that T cells exhibited the largest expansion in nephritic mice compared with non-nephritic mice (6). They also exhibited unique functional features, and thus we selected this population for further analysis. However, it is likely that numerous other cell populations likely contribute to disease observed in both mice and humans. In the CD4^+^ compartment, clustering based on gene expression did not reveal classical CD4^+^ T cell differentiation states, including Th1, Th2, or Th17 cells; rather, several clusters were associated with hybrid transcriptional features of both Th1 and Th2 cells (Figure 2). This would argue that the classic Th paradigm does not necessarily hold in systems of complex immune activation within tissues, as has also been observed by others (11, 42). Th1/Th2 hybrid T cells may engender a self-limited response that serves to limit excessive immunopathology (43, 44).

Trajectory analysis and gene expression mapping suggested the following model for the evolution of CD4^+^ KITs: cytotoxic self-reactive CD4^+^ T cells that arise in the periphery infiltrate the kidney, and after initiation of inflammation and transient organ damage, give rise to a more hypoxic and exhausted/dysfunctional T cell population, resulting in smoldering inflammation. The hypoxia-induced suppression and dysfunctional status of such T cells has been well documented, supporting this model (3, 45); in fact recent work suggests that hypoxia directly induces T cell exhaustion (46) consistent with our findings in this work. The proposed initial activation in the periphery predicts that some antigens recognized by CD4^+^ T cells in the periphery may also be presented in the kidney and/or that kidney-specific antigens are presented in the periphery subsequent to initial renal damage and release.

Among CD8^+^ KITs, we identified several populations, including T_CM_, T_EM_, T_RM_, IFN^hi^, and T_EX_, as well as a transitional population. A specific focus, given our prior findings and TIL literature (2, 6, 14), was the exhausted cell cluster. T_EX_ cells are associated with the TFs *Tox* and *Eomes*, documented mediators of exhaustion (31–33). Furthermore, the glucocorticoid receptor NR3C1, which was recently identified as a mechanism of promoting T cell dysfunction in tumors (47), is a potential transcriptional driver of the T_EX_ phenotype in this system. The role of the transitional population, which we elucidate here for the first time to our knowledge, may be key in understanding the dynamic process that occurs in the kidney as disease is established. Trajectory mapping placed these cells at the intersection of autoreactive peripheral T cells and terminally differentiated KITs, which would infiltrate the kidney in the context of pseudotime.

In the MRL/lpr model, clonally expanded TCRs spanned the transitional and T_EX_ populations, indicating dynamic movement between the clusters, as predicted by the trajectory model. In the FcγR2B^–/–^.*Yaa* model, clones were even more expanded; though prominent expansion was seen in the transitional and terminally exhausted clusters, large clones spanned several compartments, suggesting infiltration followed by proliferation and differentiation into multiple terminally differentiated phenotypes. Overall, the cluster distributions between the 2 models were quite similar, suggesting common themes that likely apply to human LN and other forms of autoimmune tissue infiltration. The greater extent of clonal expansion and sharing among clusters seen in the FcγR2B^–/–^.*Yaa* model may represent different extent or quality of disease, reflecting subtypes of murine LN, akin to different types of LN seen in patients. In the FcγR2B^–/–^.*Yaa* model, we noted an increased number of clonally expanded T_RM_ cells; however, the role of T_RM_ in promoting disease is unclear. While the function of these cells in barrier tissue is generally felt to provide a rapid antigen-specific response at initial pathogen encounter, the role in nonbarrier tissue may be quite different. As there are shared TCR clones between exhausted and resident memory populations, this suggests that these may be alternative differentiation pathways for T cells, and it is possible that T_RM_ may contribute to some of the chronic damage response observed in LN. Resolution of this question will await tools to specifically target either T_RM_ or T_EX_ in tissues of lupus-prone mice.

Notably, 2 recent human studies examining T cells in the tumor microenvironment (34, 39) revealed infiltrates that parallel those in the LN models. Li et al. (34) described naive, memory, transitional, and dysfunctional CD8^+^ T cells in tumor infiltrates. Much like we observed in KITs, they also observed clonal overlap between transitional and dysfunctional T cells but to a lesser degree in the cytotoxic populations (34). Further, in both KITs (herein) and TILs (34), proliferative capacity was greater among the exhausted/dysfunctional T cells, suggesting that TIL behavior may reflect enhancement of the natural processes that evolved for organ preservation in the face of autoimmunity.

At each stage of progression from activation and damage toward either exhaustion or resident memory status, there may be opportunities to intervene based on specific cellular states. Further studies to better understand the factors that sustain cells or that could inhibit cells at each given stage are needed, as are insights into the signals that promote the progression along this pathway. The progressive pathway we have identified could also be a framework for understanding genetic susceptibility loci, some of which might impinge on, for example, the likelihood that KITs can be induced toward exhaustion by the renal environment. Such genetic variants could be expressed in either the T cells or the target tissues (48).

Together these concepts raise the question of how tissues reprogram activated infiltrating T cells and what the hallmarks are of such reprogramming. In this regard, the TFs *Crem*, *Id2*, and *Klf6* were identified in all 3 KIT populations (CD4, CD8, Treg). *Crem* is a transcriptional repressor that suppresses IL-2 transcription and is associated with anergic T cells (49). *Klf6* is thought to promote T cell quiescence, and in a recent study its expression was correlated with VISTA expression and reduced SLE susceptibility (50). These TF associations further support the concept that there are overarching tolerogenic programs induced after kidney infiltration.

Despite the clear presence of a T_EX_ population in both murine lupus models, a T_EX_ population was not observed in human LN in a report from the AMP consortium (4). Notably, due to the difficulty in obtaining tissue, the AMP study examined few T cells (just over 1000 total from all patients), and these were obtained from patients treated with immunosuppressive therapy. While it is theoretically possible that T cell exhaustion does not occur in human LN and is mouse specific (6) and human tumor specific (51), it seems more likely that human autoimmunity will resemble human tumor infiltration; thus, deeper study may reveal exhausted KITs, at least in some patients. T cell exhaustion is manifestly observed in the peripheral blood CD8^+^ cells of patients with lupus, and the presence of such exhausted cells in blood correlates with less propensity for disease progression (11, 52). If severe disease correlates with less ability to induce exhaustion, it is possible that those patients who sufficiently induce exhaustion may not be well represented in the AMP data that focused on patients who warranted (re)biopsy. Treatment with prednisone or other immunosuppressive agents may also preferentially deplete the exhausted population. Corticosteroids can induce T cell apoptosis (53) and reduce the efficacy of anti–programmed cell death 1 (anti–PD-1) therapy (47, 53, 54). Additionally, treatment with cyclophosphamide leads to a vast reduction in PD-1^+^Lag3^+^ T_EX_ in tumors and thus would likely do the same in human nephritic kidneys (55). Indeed, the efficacy of these very treatments for nephritis implies that they must be impacting KITs and the renal microenvironment.

Integrating our findings, we propose several mechanisms by which kidney damage occurs in a subacute fashion, even in the face of inherent counterregulation within the tissues. Cytotoxic like CD4^+^ T cells may contribute to damage (28, 29). Parenchymal destruction may also be caused by a combination of the early infiltrating/transitional CD8^+^ cells that recognize self-antigen and expand, before they become fully exhausted. It is further possible that the IFN^hi^ and T_EM_ cells, which are present in small numbers, are also pathogenic. Critically, while T_EX_ are dysfunctional, they are not nonfunctional (7, 51); accordingly, these cells may also contribute to the slow chronic damage we observe in LN and likely continue to respond to mitogenic stimulation, as supported by the continuing S and G2/M phase signatures seen in T_EX_ (Figure 8H).

While it does not appear that the percentage of T_EX_ increases with disease severity (Supplemental Figure 6C), or as lupus-prone animals age (6), the total number of infiltrating T cells does increase with disease severity in these models and in human patients. Thus, there may be a point beyond which exhaustion can no longer control disease. Prior work suggested that those patients with a peripheral blood CD8^+^ T_EX_ signature were less likely to flare compared with those lacking this signature (52). However, what occurs at the level of the target organ remains an outstanding question, and it will be interesting, in future work, to determine if the proportion of exhausted cells in a biopsy can be correlated with disease outcomes.

It will be important to identify the mechanisms by which each of these potentially damaging cell types and events are inhibited by the kidney and how existing and novel therapies can affect them. It is hoped that this work will allow us and others to target these varying T cell populations more specifically, thereby opening new therapeutic avenues.

## Methods

### Animals.

C57BL/6 mice were purchased from Jackson Laboratory. MRL/lpr mice were initially obtained from Jackson Laboratory and have been maintained in our laboratory. FcγR2B^–/–^.*Yaa* mice were obtained from Silvia Bolland (National Institute of Allergy and Infectious Diseases, NIH, Rockville, Maryland, USA) and have been maintained in our laboratory. Mice were aged and proteinuria was measured prior to sacrifice, as documented in Supplemental Table 2.

### Isolation of T cells from kidney and spleen.

T cells were isolated as previously described (6). In brief, after sacrifice, spleens were removed, and animals were perfused with 40 mL of HBSS, until complete blanching of liver and kidney occurred. KITs were isolated using the Octodissociator (Miltenyi Biotec) in the presence of 1600 Kunitz units/mL collagenase D (Roche Diagnostics) and 0.2 mg/mL DNAse IV (MilliporeSigma) for 30 minutes at 37°C. RBC lysis was performed, and cells were filtered through a cell strainer (100 μM nylon; Falcon, Corning). Splenocytes were isolated using mechanical dissociation between 2 frosted glass slides and filtered through a 70 μm mesh filter after RBC lysis.

Cells were stained as previously described (6) with the following panel: anti-CD8 (Lyt-2/TIB-105, Pac-Blue, produced in-house), anti-CD4 (GK-1.5, in PE, purchased from BioLegend), and anti-CD90.2 (Thy1.2/30H12, Al488, produced in-house) for MRL/lpr mice or anti-CD90.2 (Thy1.2/30H12, Al647, produced in-house) for FcγR2B^–/–^.*Yaa* Ghost BV510 (Tonbo) was used to exclude dead cells. For all “in-house” antibodies, hybridoma clones are commercially available and antibodies were purified as described (6).

T cells were sorted using a FACSAria (BD Biosciences). After sorting, cells were washed twice with 2% BSA in PBS. Then anti-CD45 HTO reagents were added at a 1:50 dilution to each of the sorted samples. Anti-CD45 TotalSeq-A0096 30-F11 (BioLegend) was used for the Main-Seq cohort, and TotalSeq-C0096 30-F11 (BioLegend) was used for both TCR-Seq cohorts. After the HTO staining cells were washed twice in 2% BSA in PBS.

### Library preparation and RNA-Seq of T cells.

Cells were counted and loaded into the 10x Genomics Chromium system per the manufacturer’s instructions. Gene expression, TCR, and antibody hashtag/feature barcode libraries were generated, their quality was assessed through the Agilent TapeStation High Sensitivity D5000 Screentape, and their amounts were quantified with the KAPA Library Quantification Kit for Illumina Platforms. For the Main-Seq cohort the 3PrimeV2 library was used; the feature barcode library was generated according to the New York Genome Center protocol (56). For the TCR-Seq cohorts the 5PrimeV1 libraries were obtained from 10x Genomics. For hashtagging, we followed the “feature barcode” instructions from the manufacturer. Libraries were pooled and sequenced on a NovaSeq (Illumina Biosciences). FASTQ files were generated and aligned to the mouse reference genome mm10 with Cell Ranger 5.0.0 (10x Genomics) to produce the gene-cell count matrix and cell-antibody count matrix.

### scRNA-Seq data processing.

The 10x raw data from each sample were demultiplexed, and FASTQ files were generated using the “mkfastq” Cell Ranger pipeline (v5.0.0, 10x Genomics). Cell Ranger “count” was used to align reads to the mm10 reference genome, and mRNA transcript, and HTO unique molecular identifier (UMI) quantification tables were generated. The raw barcode matrix files generated from the Cell Ranger pipeline were further utilized for downstream analysis using the Seurat package (v4.0.0) (12) (https://github.com/satijalab/seurat) in R (v3.4.3).

### Initial quality control and processing.

Cells expressing fewer than 200 genes, or with greater than 10% of UMIs that mapped to mitochondrial DNA, were filtered out. The HTO tables were added to the data set and normalized by a centered-log ratio method using the “NormalizeData” function. The normalized HTO count was used to determine if each gel bead-in-emulsion contained a single cell using the Seurat “MULTIseqDemux” function and manual inspection of cells, where a cell was considered a singlet if expression of a single HTO accounted for more than 70% of the total HTO expression in that cell; otherwise, the cell was considered a doublet and removed. Gene expression values for each cell were log_2_-normalized using “NormalizeData” function, where expression of a gene was normalized to total expression of all genes in that cell and scaled by a factor of 10,000. UMI, mitochondrial content, and hemoglobulin gene and ribosomal gene content scores were “regressed out” using Seurat’s “ScaleData” function.

### Dimensionality reduction and clustering.

Variable genes were detected using the “mean.var.plot” method in the “FindVariableFeatures” function with default cutoff, which computes the mean expression and dispersion (log[variance/mean]) per gene, followed by grouping the data into 20 bins based on their mean expression. Variable genes were then selected based on *z*-scored dispersion within each bin. These variable genes were used for dimensionality reduction based on principal component analysis (PCA) using the “RunPCA” function. “ElbowPlot” was used to assess the first 50 principal components, and the principal components that accounted for the largest variability in the data were selected for further UMAP dimensional reduction and clustering analysis.

In order to identify distinct groups of cells, unsupervised clustering was performed using the “FindClusters” function, which calculates the k-nearest neighbors according to variable gene expression in all cells, thereby constructing a shared nearest neighbor graph using the Louvain algorithm. To avoid overclustering, we tested different resolution (“res”) parameters, ranging from 0.1 to 2 in increments of 0.1, and the clustering progression was assessed and visualized using “Clustree” (v 0.4.3) (57). Optimal resolution was determined based on continued separation prior to “overclustering” as observed by the increasing crossover between clusters. Low-resolution clustering was then defined as analysis of all cells within an entire cohort, while high-resolution clustering was defined as clustering on a preselected subpopulation, i.e., CD4^+^, CD8^+^, or Treg cells previously defined in our low-resolution analysis. Based on these observations we chose the resolutions 0.9, 1.4, 0.6, 0.9, respectively, for Main-Seq, CD4^+^, CD4^+^ Treg sub, and CD8^+^ from cohort 1 and resolution 0.7 for merged cohort CD8^+^ T cells. Cell clusters were visualized using UMAP dimensional reduction plots.

The “FindAllMarkers” function with default settings was utilized to find DEGs in each cluster, in comparison with all other clusters, using the Wilcoxon rank-sum test with genes detected in a minimum of 10% of cells, a minimum of 0.25 average log fold change, and a minimum of 0.01 Bonferroni-adjusted *P* value.

### Harmony analysis.

For the combined UMAP in Figure 8, the 3 independently run cohorts were merged using Harmony (58) with default parameter settings.

### Cell cycle evaluation.

The “CellCycleScoring” function in Seurat was utilized to calculate the G1, G2/M, and S phase marker expression score in each cell using scoring strategy described previously (59). The number of cells determined to be in G1, G2/M, or S phase was calculated on a per-cluster basis, and deviation from overall distribution was assessed by χ^2^ analysis.

### GSEA and expression mapping.

*P* values for GSEA were determined using the Wilcoxon test for published gene set signatures as defined in Supplemental Table 1. Using “ggplot2” in Seurat, –log_10_ *P* values were plotted onto the UMAPs.

### Additional analytics.

Bar plot, dot plot, and PCA plots were constructed using ggplot2 in R. Heatmaps were generated using the “pheatmap” function in R.

### TCR data analysis.

TCR data were processed using cellranger vdj with–reference = refdata-cellranger-vdj-GRCm38-alts-ensembl-3.1.0 to assemble TCR α and β chains and determine clonotypes. Cells with 1 productive TCR (α and β) were kept for further analysis, while nonproductive TCR chains were excluded. Clonal T cells were defined as cells expressing shared TCR-α and -β receptors with identical CDR3 sequences at the nucleotide level.

### Pseudotime trajectory analysis.

Trajectory analysis using the Seurat-processed gene counts was performed using Monocle 3 (version 0.1.3) to model CD4^+^ T cell differentiation. The reverse graph embedding method DDRTree was used to reduce the dimensionality, cells were ordered along a trajectory using “orderCells” function, and the trajectory was visualized in the reduced dimensional space.

To model CD8^+^ T cell differentiation, we used Slingshot with “start.clus” set as B6/naive cluster. The cells were ordered by Slingshot pseudotime and grouped as Seurat clusters to project the clusterwise trajectory. The Slingshot trajectory lineage result was plotted on the CD8^+^ cell Seurat UMAP.

### TF regulatory network analysis.

The SCENIC v.1.1.2 workflow was utilized in R to identify regulons using the Seurat-processed count and clusters as per a previous study (60). Heatmaps were then created as described above.

### Histologic scoring.

Kidney histology preparation and scoring were performed as defined previously (61).

### Data and materials availability.

All analyses and visualizations were performed in R. Specific methodology and analysis using published Seurat programs are detailed in the Methods section. The data, metadata, and analysis outputs such as cluster identification are deposited in National Center for Biotechnology Information’s Gene Expression Omnibus (GSE197339).

### Statistics.

Statistics were calculated in R as indicated in analysis-specific sections or in GraphPad Prism by 1-way ANOVA with Tukey’s test for multiple comparisons, 2-way ANOVA with repeated measures, or χ^2^ analysis as defined in figure legends, with *P* values represented as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *P* < 0.05 was considered statistically significant.

### Study approval.

All work was approved by either University of Pittsburgh’s or Yale University’s Institutional Animal Care and Use Committee.

## Author contributions

JST and MJS conceived the study. SS, MC, JST, and MJS developed methodology. JST and SS investigated. JST and SS visualized data. JST and MJS acquired funding. JST and MJS provided project administration. JST and MJS provided supervision. JST and MJS wrote the original draft. JST, MJS, SS, and MC reviewed and edited the draft.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
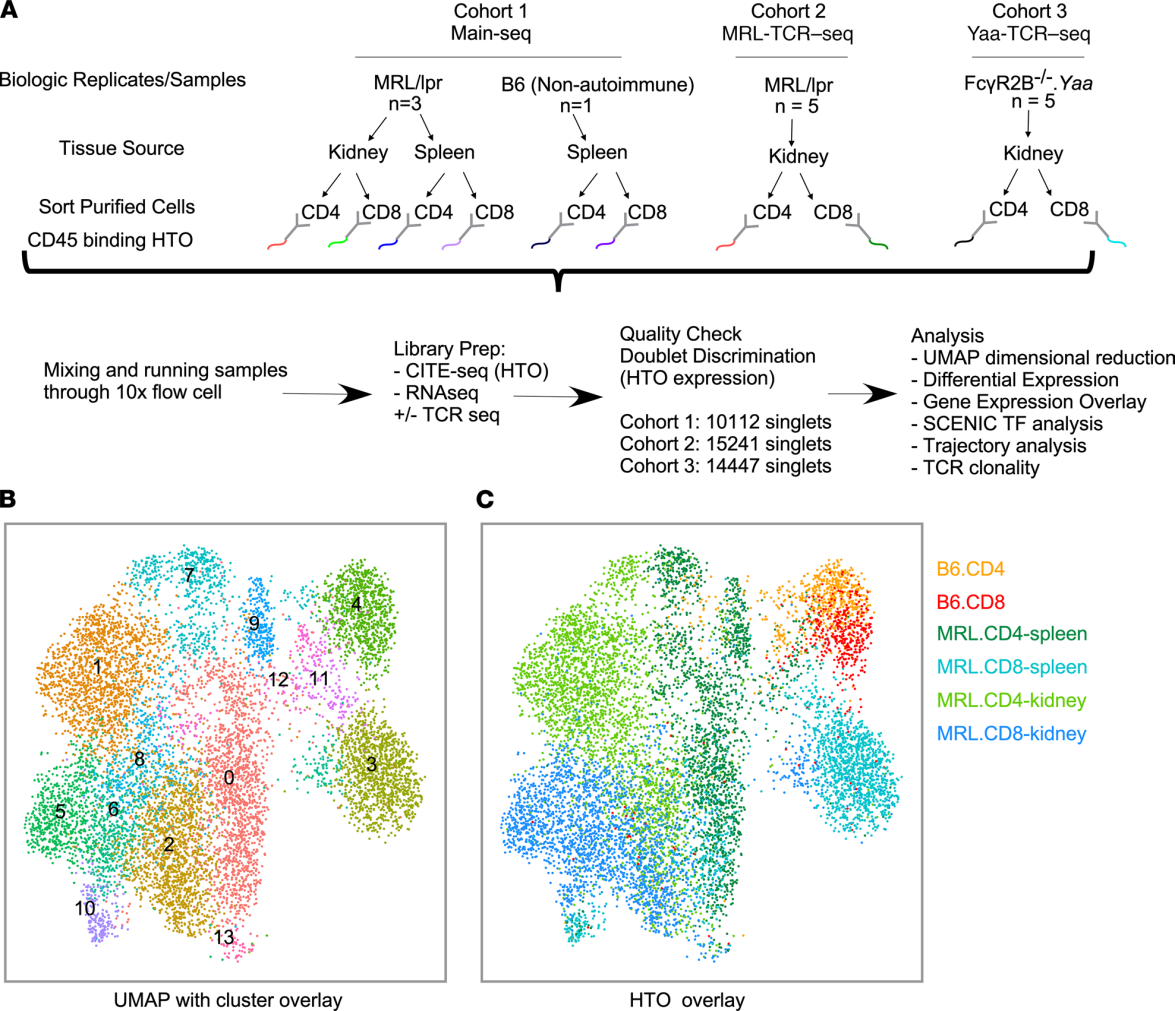
Low-resolution clustering of T cells from lupus-prone mice. (**A**) Schematic of experimental design encompassing tissue source, sorting algorithm, marking with HTOs, number of mice used in each experimental cohort, and a description of downstream analytic techniques. (**B**) UMAP of T cells from mice in Main-Seq, outlining 14 clusters. (**C**) HTO-based assignment of cell source was mapped onto the UMAP. MRL/lpr, MRL.*Fas*^lpr^; B6, C57BL/6; UMAP, uniform manifold approximation and projection; TF, transcription factor.

**Figure 2:**
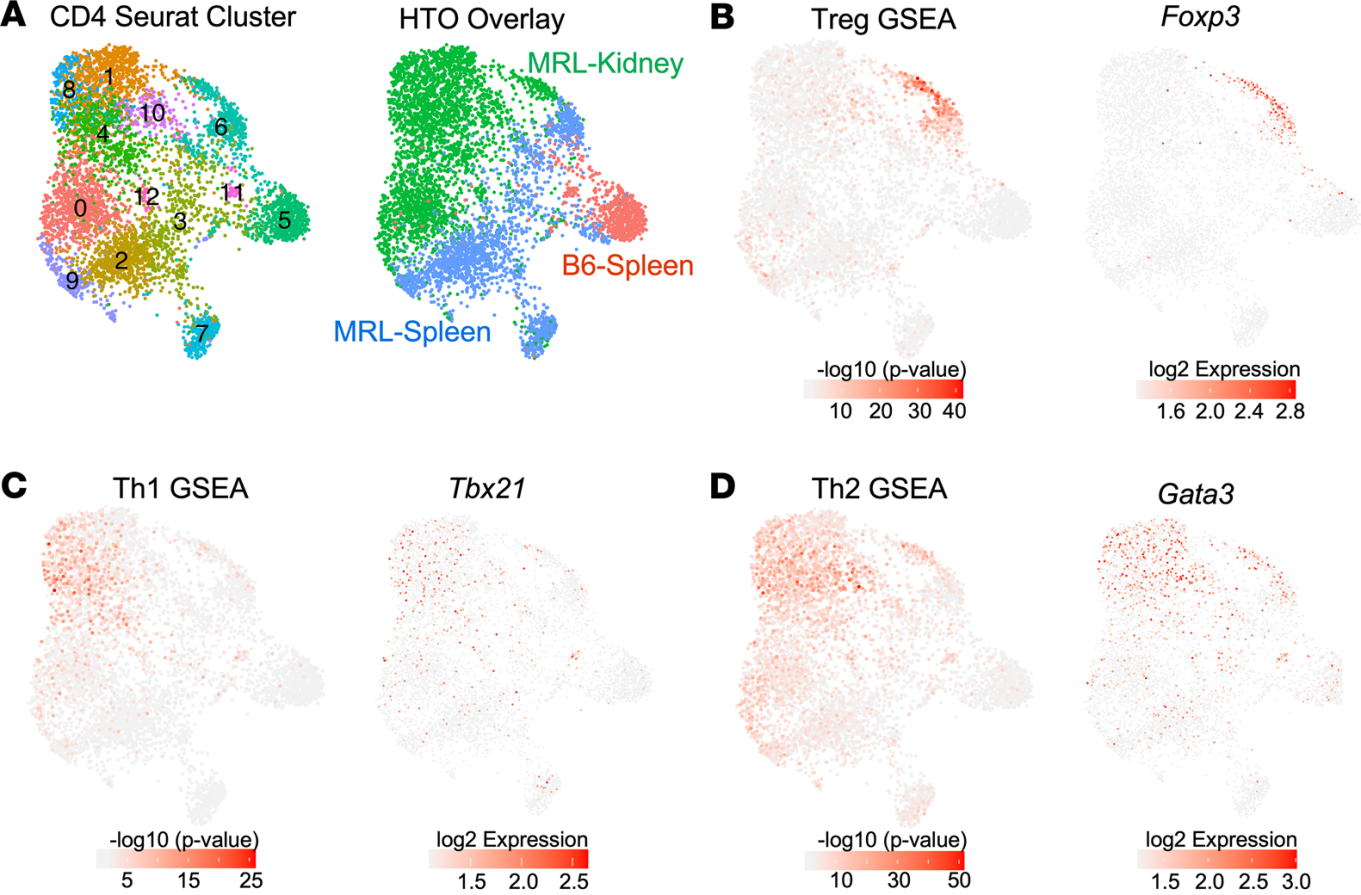
High-resolution clustering of CD4^+^ T cells uncovers unique transcriptional programs in KITs. (**A**) UMAP of CD4^+^ T cells from Main-Seq outlining 13 clusters, with the right panel exhibiting assignment of cell source as determined by HTO. (**B**–**D**) Gene set enrichment analysis (GSEA) performed in each cell by Wilcoxon’s test (–log_10_ [*P* value]) using published reference gene signatures (Supplemental Table 1) and related TF expression were overlaid onto the UMAP to identify CD4 phenotypes. This included (**B**) Treg gene signature and *Foxp3* expression, (**C**) Th1 signature and *Tbx21*/Tbet expression, and (**D**) Th2 signature and *Gata3* expression.

**Figure 3:**
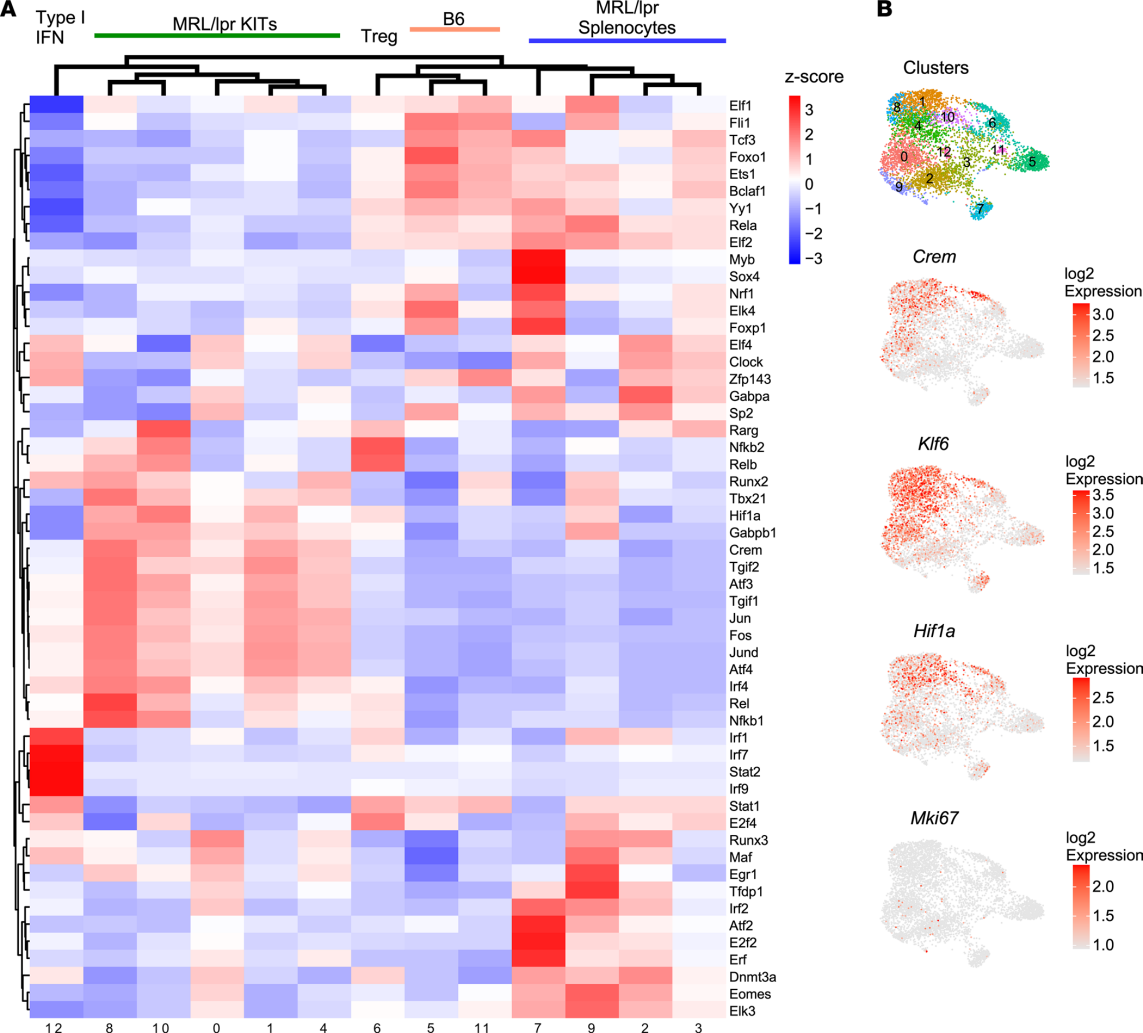
TF analysis suggests overarching transcriptional regulation of infiltrating CD4^+^ T cell clusters. (**A**) Heatmap representing *z*-scored regulon activity of top TFs inferred by SCENIC and association with CD4^+^ T cell clusters. (**B**) Expression of selected TFs overlaid onto the CD4 UMAP as depicted in Figure 2.

**Figure 4:**
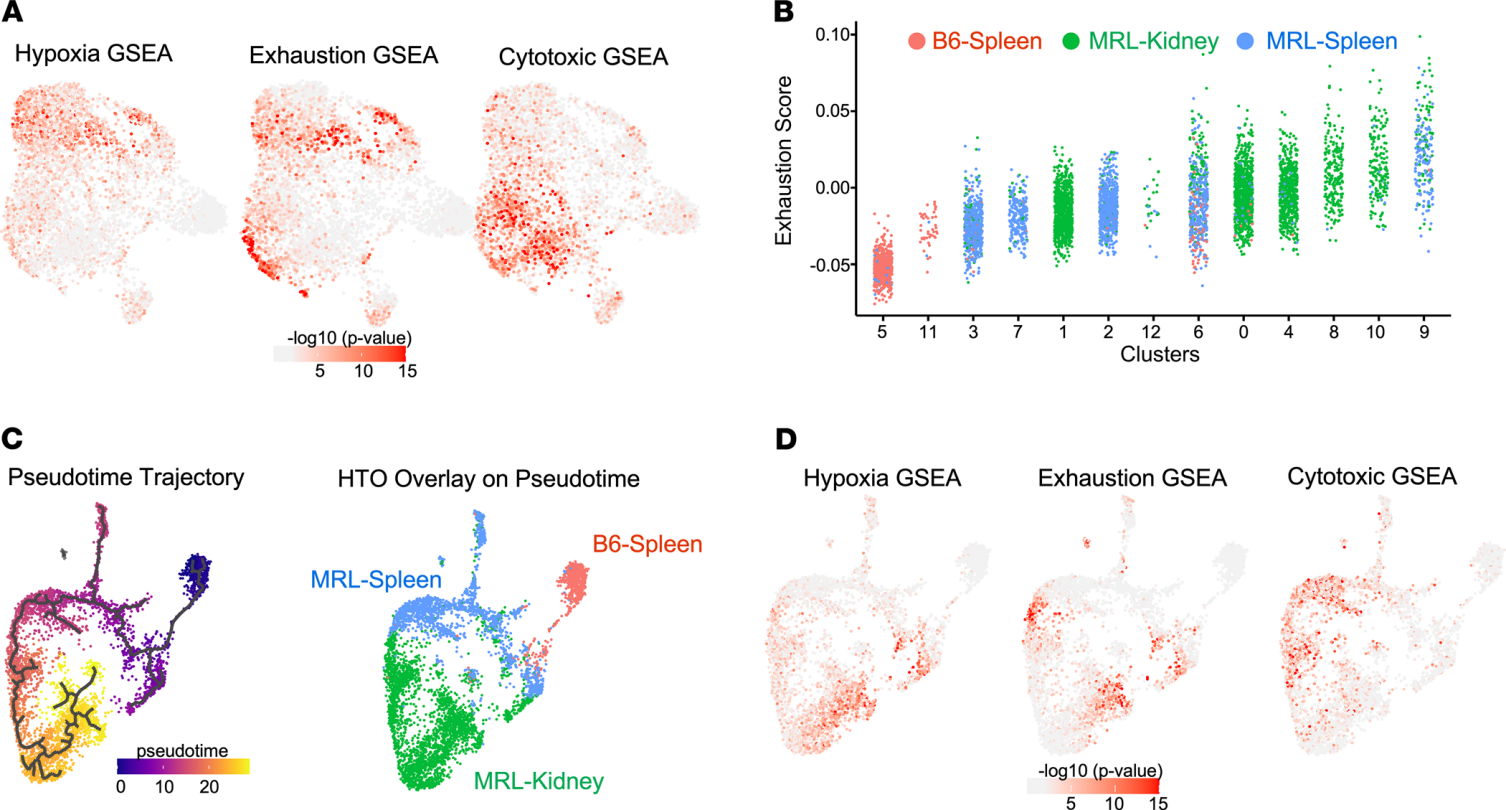
CD4^+^ KITs exhibit a progressive transcriptional phenotype from cytotoxicity to hypoxia/dysfunction through pseudotime. GSEA performed in each cell by Wilcoxon’s test (–log_10_ [*P* value]) using published reference genes signature (Supplemental Table 1) overlaid onto the UMAP from Figure 2A. (**A**) Hypoxia signature, exhaustion signature, and cytotoxic CD4 signature. (**B**) Dot plots show the distribution of exhaustion score in each CD4^+^ T cell, grouped by cluster number. Dots are colored according to the source of cells they represent. Statistics were calculated by Kruskal-Wallis rank test. (**C**) Monocle trajectory mapping of CD4^+^ KITs wherein time 0 (dark purple) represents lineage origination with progression to most differentiated (yellow), with cell source mapping. (**D**) Gene signature mapping for the indicated signatures as defined in **A**.

**Figure 5:**
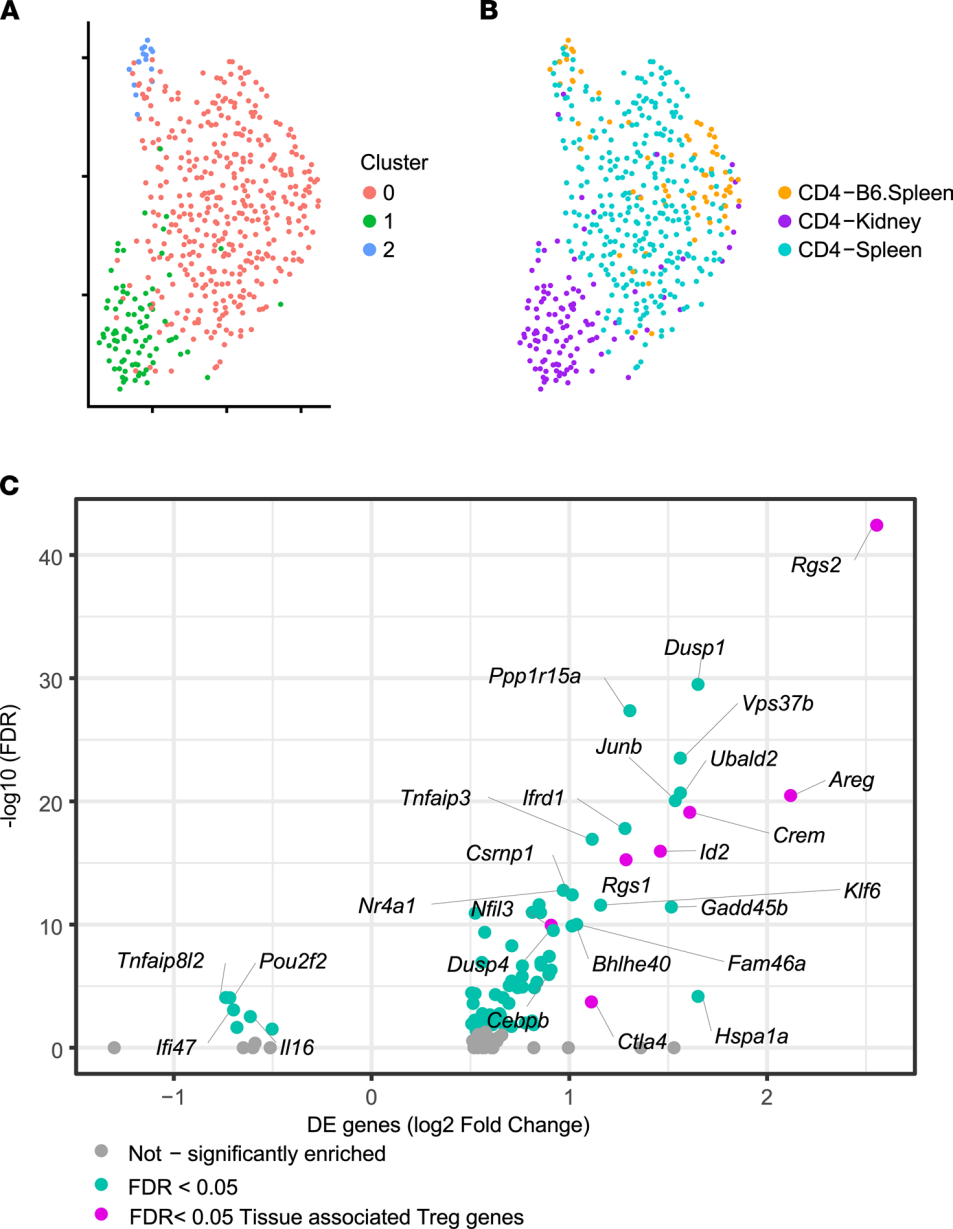
Kidney-infiltrating Tregs exhibit features of tissue reprogramming. (**A**) High-resolution reclustering of Tregs identified as cluster 6 in Figure 2 (Main-Seq) identifies 3 unique clusters as illustrated by color-coding. (**B**) HTO-based identification of splenic (B6 and MRL/lpr) and KIT Tregs. (**C**) Volcano plot shows top significant (FDR < 0.05) DEGs that are upregulated or downregulated in KITs compared with splenic MRL/lpr Tregs, with genes in pink having been previously associated with tissue-resident Tregs (30).

**Figure 6:**
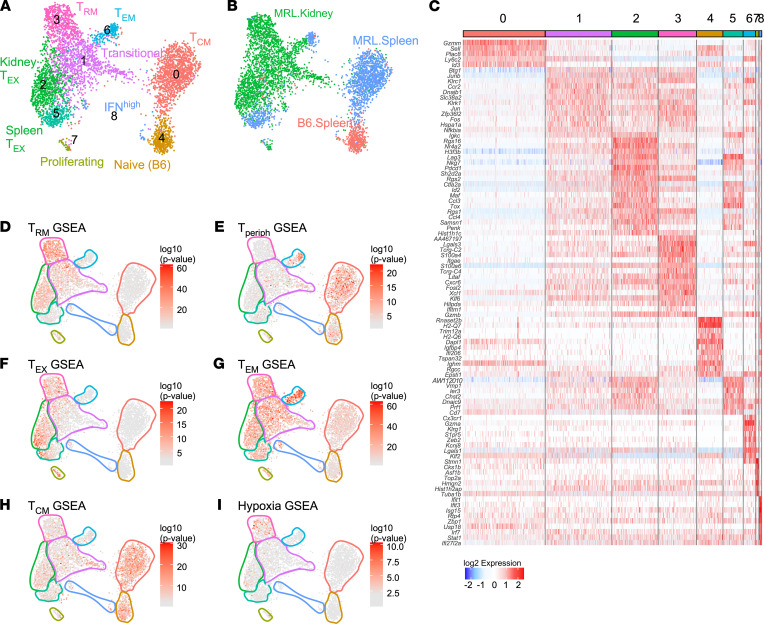
High-resolution clustering of CD8^+^ T cells identifies unique functional phenotypes. (**A**) UMAP of CD8^+^ T cells from Main-Seq delineating 9 clusters. (**B**) UMAP with overlay exhibiting assignment of cell source as determined by HTO. (**C**) Heatmap shows top significant (FDR < 0.01) DEGs associated with each CD8^+^ cluster and their expression at single-cell level in columns. (**D**–**I**) GSEA performed in each cell by Wilcoxon’s test (–log_10_ [*P* value]) using published reference gene signatures (Supplemental Table 1), overlaid onto the UMAP to identify CD8 phenotypes. Clusters are outlined as per **A**. This included gene signatures for (**D**) resident memory (T_RM_), (**E**) circulating/lymphoid (T_periph_), (**F**) exhaustion (T_EX_), (**G**) effector memory (T_EM_), (**H**) central memory (T_CM_), and (**I**) hypoxia.

**Figure 7:**
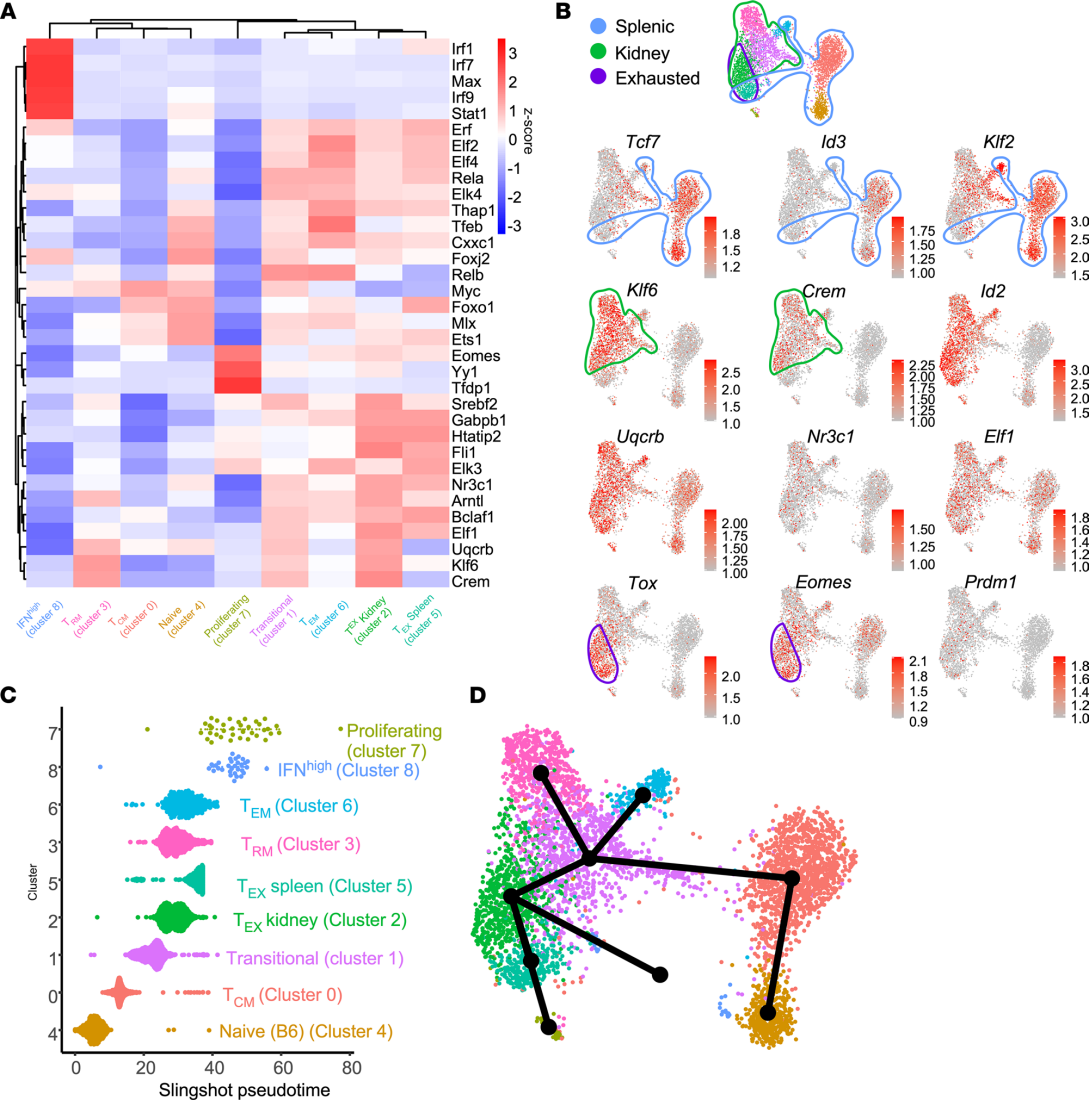
TF and lineage progression analysis of CD8^+^ KITs. (**A**) Heatmap represents *z*-scored regulon activity of top TFs inferred by SCENIC (rows) and association with CD8^+^ T cell clusters (columns). (**B**) Representative TFs were mapped onto CD8 UMAPs; TF selection was based on known regulatory functions or due to identification via SCENIC analysis. Outlines highlight spleen-derived, kidney-infiltrating, and exhausted cells, with dot red color intensity representing log_2_ expression. (**C**) CD8^+^ T cells grouped into 9 distinct clusters and ordered by Slingshot pseudotime trajectory. (**D**) Slingshot lineage overlay on CD8^+^ T cell UMAP.

**Figure 8:**
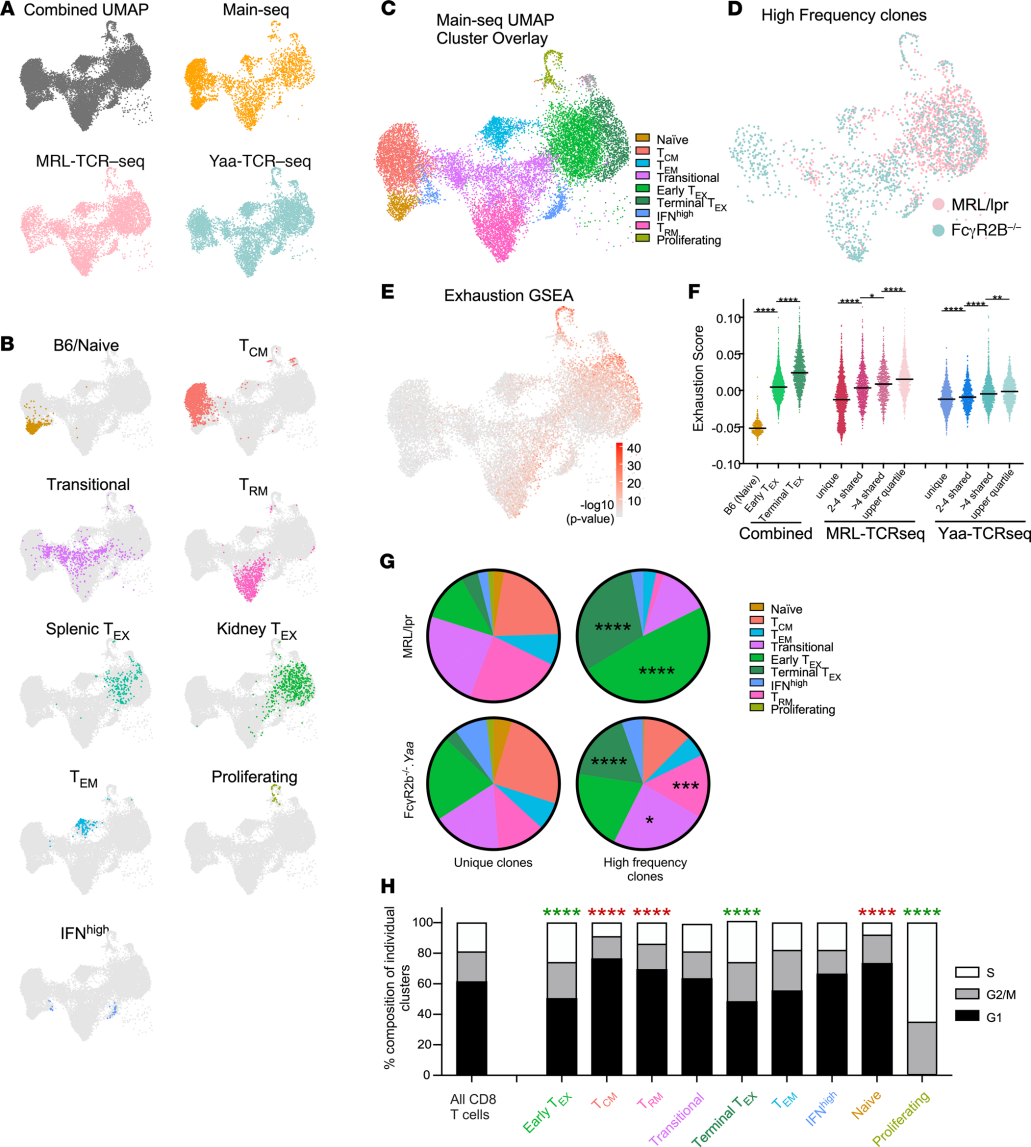
CD8^+^ KITs are clonally expanded, with clones and proliferation spanning the exhausted and transitional compartments. (**A**) UMAP of all 3 scRNA-Seq cohorts (see Figure 1 for cohorts), integrated using Harmony, followed by projection of individual cohorts onto this “combined UMAP.” (**B**) Main-Seq–defined CD8^+^ clusters labeled by cluster name (Figure 6), mapped onto the combined UMAP. (**C**) Combined UMAP with all putative clusters as outlined in **B**. (**D**) High-frequency clones (defined as clones representing the top quartile of expressed TCRs) from each cohort are mapped onto the combined UMAP. (**E**) Exhaustion gene set enrichment calculated using Wilcoxon’s test overlaid onto the combined UMAP. (**F**) Dot plots represent exhaustion scores for cells grouped based on clonal frequency among MRL/lpr and FcγR2B^–/–^.*Yaa* KITs, with exhaustion scores for B6 naive, early T_EX_, and terminal T_EX_ shown at left for reference (*P = 0.05, **P < 0.01, ****P < 0.0001 as determined by 1-way ANOVA with Tukey’s test for multiple comparisons). Horizontal bars represent medians. (**G**) Pie charts represent the relative cluster distribution of unique TCR T cells as compared with high-frequency TCRs from MRL/lpr (top) and FcγR2B^–/–^.*Yaa* (bottom) models with the relative distribution of these clones within the putative T cell clusters as defined in **B** and **C**. (**H**) Cell cycle state was assessed over all cells for each cluster using GSEA for genes indicative of G1, G2/M, and S phases. Proliferative potential was analyzed for enrichment of G2/M and S phase genes, comparing individual clusters with the total T cell population. (**G** and **H**) Data were analyzed using χ^2^ analysis and corrected for multiple comparisons for 9 comparison groups (*P = 0.05, ***P < 0.005, ****P < 0.0001). Green indicates enrichment of G2/M/S phase genes, and red indicates enrichment of G1 genes.

## Version 1 03/10/2022

In-Press Preview

## Version 2 04/22/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

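Gene expression and hashtag antibodies were measured by droplet sequencing of sorted T cells from 3 MRL/lpr mice (kidney and spleen) and 1 B6 mouse (spleen) in Main-Seq, and from the kidneys of 5 MRL/lpr mice in MRL-TCR-Seq and 5 FcγR2B-/-.Yaa mice in Yaa-TCR-Seq. The authors aligned reads to mm10 with Cell Ranger 5.0.0, and the values as deposited are UMI counts per gene or antibody and cell, not normalized. In Main-Seq and Yaa-TCR-Seq, a table of cells as deposited adds the hashtag calls and the mitochondrial percent of each cell, which the authors computed with Seurat 4.0.0 in R 3.4.3. The paper describes 3′ v2 chemistry for Main-Seq, 5′ v1 chemistry for the other cohorts and a NovaSeq, whereas the sample labels name 5′ V1 and SMART-Seq v4 chemistry and a NextSeq 500. Receptor sequences were not used here, because the cell tables used give no clone for each cell.

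Matrices held 11213, 17713 and 24115 barcodes in Main-Seq, MRL-TCR-Seq and Yaa-TCR-Seq, of which 11057, 17306 and 22939 had at least 200 genes and at most 10% mitochondrial UMIs. Cells of the authors' table were used in Main-Seq (10112 cells, of which 125 lie above 10%) and Yaa-TCR-Seq (14157 cells found in the matrix of 14691 listed), and their UMI totals were checked to equal those of the matrices. A table labelled for MRL-TCR-Seq lists 13545 cells, of which 13330 are in the Yaa-TCR-Seq matrix with equal UMI totals and 306 share barcodes with MRL-TCR-Seq, so it was not used. For MRL-TCR-Seq, cells passing the same limits were given to a hashtag that held over 70% of their raw hashtag UMIs. Cells not over that limit, among them droplets with cells of different hashtags, were left out, and doublets within a hashtag were not removed except in the alternative without the cells with the 2% highest UMIs. This use of hashtags departs from the plan, which took mice from cell tables only. The same rule found 10015 cells in Main-Seq, 9987 of them in the authors' table and all 9987 with the authors' call, but only 462 in Yaa-TCR-Seq. In MRL-TCR-Seq, a hashtag with at least 500 cells of a T cell type counts as a mouse for that type, without a mouse number and without pairing of CD4 and CD8 hashtags. Its cells were kept when their transcripts gave the type of the hashtag: a UMI of Cd8a or Cd8b1 without Cd4 for CD8, and a Cd4 UMI without either for CD4. That left 10293 cells. The same transcript rule was applied to Yaa-TCR-Seq cells in the comparisons between models and in label transfer and integration.

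UMIs were summed per mouse, tissue and T cell type, so that the mouse is the replicate, and a sum needed at least 20 cells. Median UMIs per cell were 2453.5 to 2568 in kidney and 2624 to 2741.5 in spleen CD4 T cells, 2879 to 2927 in kidney and 5639 to 5773 in spleen CD8 T cells, 3104 to 4709.5 in MRL-TCR-Seq and 2823 to 3166 in Yaa-TCR-Seq CD8 T cells. B6 sums hold 2343284 UMIs (CD4) and 1786154 UMIs (CD8) of 1 mouse and enter no test. A gene without a UMI in a sum is read against a floor of 3 counts. Tregs are CD4 T cells with at least 1 Foxp3 UMI, the rule set beforehand for cell tables without a cluster column. The 438 cells of Treg clusters drawn here served clustering only.

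Kidney was compared with spleen (3 mice against 3) in CD4 T cells, CD8 T cells and Tregs, and MRL-TCR-Seq with Yaa-TCR-Seq (5 against 5, over 30406 shared genes) in CD8 and CD4 T cells, with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. Standard errors are the absolute log2 fold change divided by the square root of F. Strain, sex, library and sequencing run differ together between the models. Kidneys were digested with collagenase and spleens were dissociated mechanically, so digestion and tissue also go together. Gene lists were fixed before the data were examined and tested with edgeR camera at a preset correlation of 0.01 where at least 3 genes were tested, also with an estimated correlation and with fry (limma 3.58.1). Genes named are those the paper names for the comparison, the 8 largest changes per direction and up to 4 per list. The largest changes require an adjusted p under 0.05, a mean log2 CPM of at least 5 and no overlap between groups. On simulated data with 200 changed genes, edgeR found 82%, 82%, 69%, 89% and 91% of 2-fold changes in the 5 comparisons in the order above, and 99%, 92%, 92%, 98% and 97% of 4-fold changes. False calls numbered 11, 7, 13, 5 and 7 of 192, 181, 174, 192 and 195.

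Clusters were drawn with Seurat 5.3.0 and Matrix 1.6.5 on 20 principal components. Variable genes and resolution were 2271 and 0.9 for all Main-Seq T cells (16 clusters), 3190 and 1.4 for CD4 (16), 3504 and 0.6 for 438 Tregs (2), 2864 and 0.9 for CD8 (11), and 1882 and 0.7 for the integrated CD8 cells of the cohorts (16). With 15 and 30 components they numbered 16 and 13, 16 and 14, 2 and 2, 11 and 11, and 15 and 19. A different linear algebra kernel gave 17 integrated clusters in place of 16. Clustering was run 3 times before these settings were kept, and the rule that names clusters from marker lists was changed after clusters had been seen, last to leave out a cluster of heat-shock genes. A name needs 3 markers at a log2 fold of at least 0.5, with 10 CPM added, and a marker among the leading genes. Leading genes were found in at least 25% of the cluster's cells. Transitional-like has no markers and names kidney clusters in which no class led. CD8 cells of the TCR cohorts were given Main-Seq clusters by label transfer, chosen after a pair of integrated clusters proved to hold almost only MRL-TCR-Seq cells. Cluster shares were compared by exact two-sided permutation over mice (smallest p 0.00794), adjusted over clusters. List scores are means of log2(CPM + 10) over list genes with a mean of at least 1 CPM in sums of at least 20 cells per mouse and cluster, compared by exact sign flips, with cluster pairs chosen after clusters had been seen. Scores and tables used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

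Alternatives planned were DESeq2 1.42.0, its size factors in edgeR, library size alone, no count filter, the mouse as a block, each mouse left out, at least 2-fold, no cells with the 2% highest UMIs, at least 1000 UMIs per cell, no cells with a UMI of a gene of another cell type, and cells matched between tissues on dissociation genes in 20 bins. For shares and scores they were centred log-ratios, 1 or 50 CPM added, genes of at least 10 CPM, sums of at least 10 or 50 cells, and cells thinned to 1500 UMIs. Added after the data were examined were the 10% mitochondrial limit, all cells of each hashtag, 15 and 30 components, integrated clusters and the other kernel. The reference used for gene coordinates is GENCODE vM21 on GRCm38, the build that mm10 names.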

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

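Every test in this part that compares antibody counts or picks out a single mouse was chosen after the result was seen; a prediction of whether PD-1 antibody counts are background or follow the gene, written after the files had been opened, was withdrawn so that only 3 patterns are weighed; the tests of digestion, of RNA from other cell types, of libraries and of UMIs per cell were written before.

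In CD4 T cells, 1139 genes were higher and 886 lower in kidney than in spleen (edgeR). RNA of other cell types is argued against for these genes as a set: in cells without a UMI of the other cell types listed, the median log2 fold change of 933 kidney-higher genes outside the lists was 96.6% of its value in all cells (91.2% to 103%). Single genes of those types, such as Igkc, are not covered. The ranges in this paragraph and the next come from resampling genes and do not measure the spread over mice. A response to kidney digestion may explain part of the pattern and cannot be told apart here, because in cells matched on dissociation genes the median stayed at 79.9% (74.8% to 85.0%), close to the 80% set beforehand. Tissue differences and the tissue-specific preparation itself stay open.

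In CD8 T cells, 1838 genes were higher and 1749 lower in kidney than in spleen (edgeR). Matching cells on dissociation genes left 93.1% of the median log2 fold change of the kidney-higher genes (90.1% to 97.1%). The median thus hardly depended on the level of those genes. Kidney cells had all been digested and spleen cells had not, so matching cannot exclude digestion. Leaving out cells with UMIs of other cell types left 92.7% (88.5% to 98.6%), which argues against RNA of those types for the 1231 genes compared, as a set. A difference between tissues in the CD8 T cells themselves may underlie the pattern, as a hypothesis drawn from the same cells. A digestion effect on genes outside the dissociation list was not tested.

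The interferon list score of kidney CD8 T cells was higher in Yaa-TCR-Seq than in MRL-TCR-Seq. After thinning to 1500 UMIs per cell, 100.13% of the difference remained. Thinning keeps the expected share of each gene in a cell, and the score was taken from counts summed over cells. A value near 100% was therefore likely in advance, and the test cannot decide on UMIs per cell. It shows only that the difference did not rest on the weight of cells with many UMIs or on cells under 1500 UMIs. The MRL/lpr libraries, Main-Seq and MRL-TCR-Seq, differed by 8.79% of that difference, under the 50% written beforehand as evidence against a library effect. An effect confined to the single Yaa library could still produce the difference, because FcγR2B-/-.Yaa mice were measured in 1 library, and that cannot be told apart from strain, sex or run.

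Of 10 splits of the samples for kidney against spleen, 1, the real one, gave as many genes: 2025 in CD4 T cells, 3587 in CD8 T cells and 123 in Tregs by edgeR, with 0 as the highest of the others, and the splits are too few for a share under 0.05. Between the models, 1 of 100 splits, the real one, gave as many genes by edgeR, 5026 in CD8 and 4085 in CD4 T cells against highest others of 0 and 1, which excludes chance assignment of mice but not the library.

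Of 50 groups of mice tested for a mouse far from the others, 4 were marked, where chance alone marks 5%. The share of kidney CD8 T cells in cluster 8 was 9.73% in FcγR2B-/-.Yaa mouse 5 and 3.73% to 4.63% in the others. The median PD-1 antibody count was 168 in FcγR2B-/-.Yaa mouse 4 and 170 in each of the others. The dissociation list score of MRL-TCR-Seq CD8 T cells was 7.39 for hashtag 10 and 7.67 to 7.78 for the others. The exhaustion list score was 6.82 for hashtag 8 and 7.26 to 7.36 for the others.

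Kidney minus spleen list scores had opposite directions in CD4 and CD8 T cells in every mouse, a difference that was not tested: −0.08 and 0.23 for S phase, −0.20 and 0.58 for Tfh, and −0.17 and 0.74 for the cytotoxic list.

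The main text of the paper reports no antibody counts by cluster. In MRL-TCR-Seq, the median PD-1 antibody count averaged 29.4 (SD 17.7) over mice in the exhausted cluster 6 and 11.8 in cluster 2, and Tim-3 averaged 60.4 and 42, each higher in 5 of 5 mice (exact two-sided p 0.0625, the smallest possible). In Yaa-TCR-Seq, PD-1 averaged 174.6 and 169.8 (5 of 5 mice, exact p 0.0625) and Tim-3 150 and 148.4 (3 of 5 mice, exact p 0.4375). The ratio of the median count in cells with a UMI of the gene to that in cells without averaged 2.29 for PD-1 and 1.55 for Tim-3 in MRL-TCR-Seq, but 1.01 and 1.01 in Yaa-TCR-Seq, so the Yaa-TCR-Seq counts hardly follow the gene.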

How the results depend on the processing

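The tests with the 10% mitochondrial limit, all cells of each hashtag, integrated clusters and the other kernel were chosen after results had been seen, as were the cluster pairs of the score tests. Of 156 cluster share comparisons with an alternative, 148 kept direction and side of the threshold, 3 became stronger, 4 weaker and 1 reversed. Of 77 gene counts, 13 moved by more than 1.5 times, of 10 counts of lists 6 did, and of 768 list score differences 39 reversed. Among 7185 values of named genes, 12 reversed, 82 passed the threshold and 311 no longer did, and of 196 single list tests 12 passed it and 26 no longer did. The matched cells and the cells without UMIs of other cell types were not run for Tregs, which fell below 20 cells per sum, and no alternative for clones was run. Main-Seq has 3 mice per tissue, so exact tests there cannot fall below 0.25, and depth limits genes of few UMIs, Tregs most.

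Genes past the edgeR threshold numbered 549 (CD4 kidney against spleen), 1109 (CD8 kidney against spleen), 955 (CD8 models) and 877 (CD4 models) at 2-fold or more, a stricter rule by construction. With DESeq2 they numbered 1208 in CD4 T cells and 77 in Tregs. Without cells holding UMIs of other cell types they numbered 766 (CD4), 844 (CD8) and 2670 (CD4 models), and in cells matched on dissociation genes 820 (CD4) and 1712 (CD8), in fewer cells. Leaving out 1 mouse gave 1293 (without replicate 3) to 1453 in CD4 T cells and 75 (without replicate 2) to 92 in Tregs, and also 2605 to 2980 in CD8 T cells, 4565 to 5155 (CD8 models) and 3692 to 4212 (CD4 models), with fewer samples. Library size alone changed the higher and lower split to 679 and 1788 (CD4), 2530 and 1194 (CD8), 1543 and 3461 (CD8 models) and 1290 and 2938 (CD4 models). With the mouse as a block, counts were 2131 (CD4), 3805 (CD8) and 113 (Tregs). The pairing rests on mouse numbers, and kidney and spleen of 1 mouse correlated at −0.169 to 0.193, not always best with their own number.

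Lists past the threshold numbered 4 (CD4 kidney against spleen), 7 (CD8 kidney against spleen), 0 (CD8 models) and 0 (CD4 models) by edgeR camera with an estimated correlation, and 6 and 11 between the models by fry. The direction of single genes reversed as follows, and the cause was not tested. In the CD4 models with all cells of each hashtag, Fcer1g was 0.58 and Tyrobp 0.24. Without the 2% of cells with the most UMIs, Apoe (CD4 kidney against spleen) was −1.22 and Jchain (CD8 models) −1.97. In matched cells, Ccr7 was −0.12 and Il4ra −0.13 in CD4 T cells, and Igkc 1.20 in CD8 T cells. Without cells holding UMIs of other cell types, Areg (CD8 models) was 0.46. Leaving out 1 mouse, Apoe ranged from −1.21 (without replicate 3) to 4.53 and Kap from −2.05 (without replicate 1) to 5.92 in CD4 T cells. Igkc ranged from −2.62 to 1.21 and Jchain from −5.30 to 0.75 in CD8 T cells, each highest without replicate 1.

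List score differences that reversed are mostly near 0, and the cause was not tested. With 1 CPM added they were 0.00781 (S phase, CD8 cluster 1 minus 2, Main-Seq) and, under label transfer, 0.00507 (G2/M phase, 1 minus 2) and −0.19 (G2/M phase, 7 minus 2) in MRL-TCR-Seq. In Yaa-TCR-Seq they were −0.26 (resident memory, 6 minus 2), −0.17, −0.0316 and −0.19 (G2/M phase, transfer 6 minus 2, 6 minus 1 and 7 minus 2) and −0.28 (S phase, merged 9 minus 1). Population hypoxia in CD4 T cells was 0.0147. With 50 CPM added they were 0.0395 and 0.0151 (S and G2/M phase, CD8 cluster 7 minus 2, Main-Seq), 0.00179 (G2/M phase, merged 9 minus 1, Yaa-TCR-Seq), −0.00286 (hypoxia, CD4 cluster 3 minus 1) and 0.0453 (Th1, CD4 cluster 1 minus 3). With genes of at least 10 CPM they were 0.0194 (S phase, 1 minus 2), 0.0415 (S phase, 7 minus 2) and 0.0237 (G2/M phase, 7 minus 2) in Main-Seq, −0.0137 and 0.0113 (S and G2/M phase, merged 9 minus 1, Yaa-TCR-Seq) and 0.000363 (Th1, CD4 cluster 1 minus 3). With sums of at least 10 cells, S phase was −0.0460 (merged 9 minus 1, Yaa-TCR-Seq). In thinned cells under transfer, S phase was −0.00151 (1 minus 2) and −0.0229 (7 minus 2) in MRL-TCR-Seq and −0.0125 and −0.0137 in Yaa-TCR-Seq, and G2/M phase in Yaa-TCR-Seq −0.00615 (6 minus 2) and −0.0269 (7 minus 2). The share of cells with an Mki67 or Top2a UMI gave −0.725 for CD8 cluster 6 minus 2 in Main-Seq, where the S phase score was higher. Leaving out 1 mouse, ranges were −0.0139 to 0.00495 (S phase, 1 minus 2), −0.15 to 0.10 (S phase, 7 minus 2) and −0.15 to 0.00552 (G2/M phase, 7 minus 2) in Main-Seq CD8 T cells, each highest without replicate 1. They were −0.0492 to 0.00247 (G2/M phase, 1 minus 2, highest without replicate 3) and −0.00288 to 0.0103 (G2/M phase, 7 minus 2, lowest without replicate 5) under transfer in Yaa-TCR-Seq. In CD4 clusters they were −0.0224 (without replicate 1) to 0.0884 (hypoxia, 3 minus 1) and −0.0930 to 0.0836 (Th1, 1 minus 3, highest without replicate 2). For kidney minus spleen in CD4 T cells they were −0.12 to 0.0112 (exhaustion, without replicate 1), −0.0270 to 0.00920 (hypoxia, without replicate 2) and −0.0341 to 0.0823 (interferon, below 0 without replicate 2 and without replicate 3).

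Integrated clusters were matched to Main-Seq clusters by name alone. Of the cluster shares, the Yaa minus MRL difference of the resident memory-like cluster, the name of cluster 1, was −10.6 points (adjusted exact p 0.0181) among integrated clusters. It was −11.3 (adjusted exact p 0.0169) with the other kernel. The difference of cluster 2 was not past the threshold as a centred log-ratio (0.0915), and leaving out 1 mouse gave 12.5 to 17.0, with an adjusted exact p of 0.0582 without hashtag 2 (13.3) or hashtag 4 (13.1). In cells of at least 1000 UMIs the difference of cluster 3 (0.786) passed the threshold. With the other kernel the only exhausted-like integrated cluster differed by −10.3 points (adjusted exact p 0.0368). It was matched by name to cluster 4, the spleen exhausted-like cluster, so the reversal counted there compares unlike clusters. As a centred log-ratio the difference of cluster 8 was 0.938, no longer past the threshold. The interferon cluster differed by 4.50 points, and by 4.26 to 4.81 with 1 mouse left out.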

Differences from the paper's values

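The tests behind this part were planned, except that the cluster pairs and the integrated clusters were chosen after clusters had been seen. One value that the paper states for a measure computed here differs by more than 1.5 times. The paper's value for all T cells in the pair of exhausted clusters of FcγR2B-/-.Yaa mice is 23.1%, and here the exhausted-like clusters 4 and 6 together took 11.2% (SD 3.45, 5 mice) of kidney CD8 T cells of Yaa-TCR-Seq by label transfer. Cluster 6 is the kidney exhausted-like cluster (6.14%) and cluster 4 the spleen one (5.05%), so the pair may not be the paper's. None of the alternatives set before the data were examined closes the gap: the share was 11.3% with cells of at least 1000 UMIs and 10.4% to 12.5% without each mouse in turn. The centred log-ratio is on another scale. In the integrated cohorts, an alternative chosen after seeing the values, the exhausted-like clusters together took 20.0% (SD 5.85), within 1.5 times of the paper's, and with the other kernel, also chosen afterwards, 10.5%, which is not. The paper's clusters come from its own integrated data, its test took cells as replicates, and its cells may be only those with a receptor, so the group here may be wider. Clusters numbered 16 for all Main-Seq T cells (the paper's number is 14), 16 for CD4 T cells (the paper's 13), 11 for CD8 T cells (the paper's 9) and 2 for Tregs (the paper's 3). The effector memory-like CD8 cluster held 54.8% kidney and 44.8% spleen cells, where the paper gives approximately 50% for each. Apart from 6 tissue Treg genes that the paper names, gene lists here were fixed without the paper's signatures, so scores are on other genes.

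The paper states that kidney cells of the CD4 cluster shared by both tissues are the more exhausted. The exhaustion scores here were 7.95 in kidney and 7.93 in spleen CD4 cells of that cluster, in 2 mice, with *Lag3* higher in spleen and *Pdcd1* and *Ctla4* higher in kidney. Over all CD4 T cells the score was 6.36 in kidney and 6.42 in MRL/lpr spleen, both above B6 spleen at 4.93, and the last goes with the paper.

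The paper states that *Uqcrb* is not tied to kidney CD8 T cells. In sums per mouse, *Uqcrb* was higher in kidney than in spleen by 0.26 (edgeR adjusted p 0.0165), a small change beside those of *Crem* (3.08) and *Klf6* (2.76), whose direction goes with the paper.

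The paper states that the transitional cluster is the largest kidney cluster of CD8 T cells. Here the transitional-like cluster of Main-Seq held 610 kidney cells and the resident memory-like cluster 665. By label transfer the same shares were 38.6% against 19.9% in Yaa-TCR-Seq, which goes with the paper. In MRL-TCR-Seq they were nearly equal, at 23.9% (SD 5.63) against 23.5% (SD 7.96), and kidney exhausted-like cells took 23.2% (SD 4.83). The order there differed between mice, so no cluster stood out as the largest. Among integrated clusters, chosen after clusters had been seen, the main transitional-like cluster took 15.9% and 21.6%, and the larger exhausted-like cluster 20.8% and 18.4%.

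The paper states that the models have a similar composition of clusters apart from the interferon cluster. By label transfer the interferon cluster took 0.777% and 5.27% of CD8 T cells, in the paper's direction, but clusters 0, 2, 6, 7 and 8 differed as well (adjusted exact p 0.0175 for clusters 0, 6, 7 and 8, and 0.0291 for cluster 2). Exhausted-like cells took 23.2% in MRL-TCR-Seq and 6.14% in Yaa-TCR-Seq. Among integrated clusters, an alternative chosen after the data were examined, the larger exhausted-like cluster took 20.8% and 18.4% (adjusted exact p 0.483), which goes with the paper. The smaller took 4.05% and 1.64% (adjusted exact p 0.0577). Resident memory-like shares of 13.0% and 2.41% (adjusted exact p 0.0181) and effector memory-like shares of 1.15% and 2.93% did not go with the paper. The totals include a pair of clusters made up almost only of MRL-TCR-Seq cells. With the other kernel, also chosen afterwards, exhausted-like shares were 20.8% and 10.5% (adjusted exact p 0.0368). As a centred log-ratio, clusters 2 and 8 were not past the threshold.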

Other observations

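The comparison of CD4 T cells between the models was planned, as were the lists; no tests in this part were chosen after the result was seen, but the genes below were picked by the fixed rule from that comparison.

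Kidney CD4 T cells of FcγR2B-/-.Yaa mice had more interferon response and less cytotoxic gene expression than those of MRL/lpr mice. Of 9277 tested genes, 2031 were higher and 2054 lower in Yaa-TCR-Seq (edgeR), and 2670 in all changed in cells without UMIs of other cell types. Of 16 interferon genes, 12 were higher and 1 lower (edgeR camera adjusted p 9.88e-07; 0.312 with an estimated correlation), with *Ifit3* at 7.96 CPM in MRL-TCR-Seq and 43.4 in Yaa-TCR-Seq, a log2 fold change of 2.45 (standard error 0.31, edgeR adjusted p 2.11e-05). *Rsad2* differed by 2.53 and *Irf7* by 1.01, whereas *Stat2* was lower by 0.70. Of 14 cytotoxic genes, none was higher and 9 were lower (edgeR camera adjusted p 0.000593; 0.476 with an estimated correlation). *Eomes* differed by −3.19, from 177 to 19.5 CPM, *Prf1* by −2.51, *Crtam* by −1.83, *Ccl5* by −1.48 and *Nkg7* by −1.42. Of 18 exhaustion genes 3 were higher and 9 lower (edgeR camera adjusted p 0.0805). Of 13 tissue Treg genes, 10 were higher and 2 lower (edgeR camera adjusted p 0.0103; 0.625 with an estimated correlation), among them *Ccr8* (2.47) and *Il10* (1.20). *Pdcd1* was higher by 1.09.

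Dissociation genes were higher in 17 of 28 and lower in 4 (edgeR camera adjusted p 0.000593; 0.371 with an estimated correlation), and hypoxia genes higher in 9 of 23 and lower in 1 (edgeR camera adjusted p 0.0500; 0.632 with an estimated correlation). All 5 tested myeloid genes were lower in Yaa-TCR-Seq (edgeR camera adjusted p 0.0550), with *Apoe* at −6.13 and *Lyz2* at −5.92. *Xist* was at 558 CPM in MRL-TCR-Seq and 0 in Yaa-TCR-Seq, so that sex differs between the models along with strain and library.

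Kidney minus spleen list scores not given beside a statement of the paper were, in CD4 and CD8 T cells, −0.65 and −1.53 for B cell genes, 0.06 and 0.52 for NK cell genes, −1.65 (SD 2.97) and −0.04 for neutrophil genes, −0.29 and −0.59 for plasma cell genes, 0.11 (SD 1.01) and 0.13 for myeloid genes, 0.04 (SD 1.63) and 0.03 for kidney epithelium genes, 0.46 and 1.84 for γδ T cell genes, and −0.12 and 0.23 for G2/M genes. In CD8 T cells, 10 of 11 tissue Treg genes were higher in kidney and none lower (edgeR camera adjusted p 1.49e-16; 0.0220 with an estimated correlation), as were 6 of 7 Treg genes (edgeR camera adjusted p 3.91e-08; 0.0292 with an estimated correlation), with *Icos* at 3.01, *Ikzf2* at 2.23, *Rgs2* at 4.34 and *Rgs1* at 3.51. Of 7 Tfh genes 4 were higher and 3 lower (edgeR camera adjusted p 0.00918; 0.243 with an estimated correlation). Interferon genes were higher in 6 of 13 and lower in 1 (edgeR camera adjusted p 0.468), hypoxia genes higher in 5 of 22 and lower in 9 (0.387), S phase genes higher in 8 of 30 and lower in 2 (0.0618), and G2/M genes higher in 10 of 28 and lower in 3 (0.147). *Hilpda* rose by 2.13 (standard error 0.11, edgeR adjusted p 2.24e-10), while *Pdk1* fell by 1.48 and *Ddit4* by 1.12.

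In CD4 T cells, 7 of 12 tissue Treg genes were higher in kidney and 2 lower (edgeR camera adjusted p 6.56e-08; 0.0308 with an estimated correlation), and circulating genes were higher in 2 of 11 and lower in 5 (edgeR camera adjusted p 0.216). Of 4 γδ T cell genes, 2 were higher and none lower (edgeR camera adjusted p 0.0391; 0.642 with an estimated correlation), *Tcrg-C2* by 2.10 (standard error 0.21, edgeR adjusted p 6.44e-07) and *Tcrg-C4* by 1.35. Between the models, *Havcr2*, which codes for Tim-3, was lower in Yaa-TCR-Seq CD8 T cells by 1.26 (standard error 0.30, edgeR adjusted p 0.00308), *Cd200* lower by 1.97, *Cd160* higher by 2.08 and *Tcf7* higher by 1.00 (edgeR adjusted p 0.0105). *H2-Q1* (−11.62), *H2-Q6* (6.97) and *Trim12a* (9.30) belong to gene families that vary between strains, and their values were not checked against strain genomes.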
